# Genome-Wide Expression Analysis Identifies a Modulator of Ionizing Radiation-Induced p53-Independent Apoptosis in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0036539

**Published:** 2012-05-29

**Authors:** Petra van Bergeijk, Joseph Heimiller, Lyle Uyetake, Tin Tin Su

## Abstract

Tumor suppressor p53 plays a key role in DNA damage responses in metazoa, yet more than half of human tumors show p53 deficiencies. Therefore, understanding how therapeutic genotoxins such as ionizing radiation (IR) can elicit DNA damage responses in a p53-independent manner is of clinical importance. Drosophila has been a good model to study the effects of IR because DNA damage responses as well as underlying genes are conserved in this model, and because streamlined gene families make loss-of-function analyses feasible. Indeed, Drosophila is the only genetically tractable model for IR-induced, p53-independent apoptosis and for tissue regeneration and homeostasis after radiation damage. While these phenomenon occur only in the larvae, all genome-wide gene expression analyses after irradiation to date have been in embryos. We report here the first analysis of IR-induced, genome-wide gene expression changes in wild type and p53 mutant Drosophila larvae. Key data from microarrays were confirmed by quantitative RT-PCR. The results solidify the central role of p53 in IR-induced transcriptome changes, but also show that nearly all changes are made of both p53-dependent and p53-independent components. p53 is found to be necessary not just for the induction of but also for the repression of transcript levels for many genes in response to IR. Furthermore, Functional analysis of one of the top-changing genes, EF1a-100E, implicates it in repression of IR-induced p53-independent apoptosis. These and other results support the emerging notion that there is not a single dominant mechanism but that both positive and negative inputs collaborate to induce p53-independent apoptosis in response to IR in Drosophila larvae.

## Introduction

Ionizing Radiation (IR) causes double strand breaks (DSB) in the DNA, which results in three well-studied cellular responses: cell cycle regulation by checkpoints, DNA repair and apoptosis. Tumor suppressor p53 plays a key role in the induction of all three responses [1], [2]. In response to DNA DSBs, checkpoint kinases, ATM, ATR, Chk1 and Chk2, become activated. This results in phosphorylation and stabilization of p53. Transcriptional targets of p53 include cell cycle inhibitors, DNA repair genes and pro-apoptotic genes. Induction of apoptosis forms the basis for the use of IR in the treatment of cancers. Yet, a majority of human solid tumors are deficient in p53 function [3]. Therefore, understanding how IR induces apoptosis in the absence of p53 is of clinical importance. In this regard, it would be useful to understand mechanisms that activate p53-independent apoptosis as well as those that inhibit p53-independent apoptosis. Antagonists of the latter could enhance cell killing by radiation therapy, especially for p53-deficient tumors.

Mammalian p53 family comprises p53, p63 and p73 [4]. Mammalian cells that are compromised for p53 function still undergo apoptosis when exposed to IR, UV or chemotherapy agents such as topoisomerase inhibitors. p53-independent apoptosis in response to topoisomerase inhibitors is mediated by p73 that can activate the expression of pro-apoptotic genes [5]. Whether p73 is required for radiation-induced p53-independent apoptosis is not known, but available data suggest this is the case. p73 expression correlates with the level of radiation-induced apoptosis in the absence of p53 in tumor samples of human cervical cancer patients [6]. Forced expression of p73 in human vestibular schwannoma cells also sensitized cells to ionizing radiation-induced apoptosis [7].

We have reported previously that *Drosophila melanogaster* undergoes IR-induced, p53-independent, caspase-dependent apoptosis, albeit with a delay compared to wild type [8]. This makes *Drosophila* the first genetically tractable experimental model to show this mode of cell death. Moreover, there is only a single p53 homolog in Drosophila; thus, apoptosis in p53 mutant Drosophila occurs independently of all p53 family members. Therefore, any mechanism identified for p53-independent apoptosis is likely to be novel. Since the identification of IR-induced, p53-independent apoptosis in Drosophila, we and others have identified genes that modulate the level of this mode of cell death. These are *hid* (a Smac/DIABLO ortholog), *grapes* (Chk1), JNK pathway components, and E2F family of transcription factors [8], [9], [10]. Interestingly, however, while these genes either positively or negatively alter the timing and the level of p53-independent apoptosis, none is absolutely required. For example, E2F1 promotes and E2F2 represses the levels of p53-independent apoptosis, but in the absence of all E2f activities, robust p53-independent apoptosis still occurred after irradiation [10]. These data suggest that IR-induced p53-independent apoptosis is accomplished via unknown factors.

p53 homologs have non-apoptotic roles after irradiation such as induction of DNA repair. Vertebrate p53 homologs also act to arrest the cell cycle, but this function has not been seen for Drosophila p53 [11], [12], [13]. Instead, Drosophila p53 is needed for compensatory proliferation that occurs in response to apoptosis and functions to replace cells lost to cell death during larval growth [14].

All previous analyses of p53-dependent and p53-independent transcriptome have been conducted in embryos even though neither p53-independent apoptosis nor compensatory proliferation in response to radiation damage has been documented at this stage in Drosophila life cycle. Conversely, despite the known importance of p53 in radiation responses in the larvae, we do not have a comprehensive picture of the p53-dependent transcription program at this stage in Drosophila life cycle. To identify genes whose transcript levels change in response to radiation in wild type and in p53 mutants, we performed a microarray-based genome-wide expression analysis in the larvae. Because radiation responses can be tissue-specific (e.g. [15], [16]), the analysis was focused on wing imaginal discs. Genome-wide expression was compared at two different time points after irradiation, in order to address both p53-dependent and p53-independent apoptosis. The transcript level of ten candidates that showed significant changes were validated by quantitative RT-PCR. Our results corroborate the contribution of Drosophila Smac/DIABLO orthologs and the TNF/JNK pathway to p53-independent apoptosis and, in addition, identified a novel role for a translation elongation factor in this mode of cell death.

## Results

Previous studies have mapped the time course of radiation responses in larval wing imaginal discs [8], [14], [17], [18], [19]. Briefly, cell cycle arrest is in place as early as 30 min after exposure 4000 R of X-rays and persists for about 6 more hours. DNA repair is complete by about 3 hr after irradiation. Robust apoptosis is detectable at 4 hr after irradiation and continues for at least 20 more hours. In p53 mutants, apoptosis is delayed and become detectable about 18 hr after irradiation [8]. Likewise, pro-apoptotic genes such as *hid* and *rpr* that are up-regulated at 2 hr after irradiation in wild type are up-regulated at 18 hr after irradiation in p53 mutants [8]. 

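The transcript of p53 itself separated the 2 genotypes on all 16 arrays. Its probe set read 2.34 to 2.43 on the log2 scale on the 8 arrays of p53 mutant discs, close to the lowest values found on the arrays. It read 7.88 to 8.04 on the 4 arrays of unirradiated yw discs and 9.15 to 9.62 on the 4 arrays of irradiated yw discs. Another probe set listed for p53 read 2.22 on every array, and the part of the gene that each one covers is not given in the sources used here.
Wing imaginal discs are the larval sheets of epithelium that form the adult wing and notum. The arrays hold 8 groups of 2, with discs of yw or p53 mutant larvae collected 2 or 18 hr after exposure to 0 or 4000 R of X-rays, and the 2 arrays of a group come from independent experiments. A group is named by y or p for the genotype, 2 or 18 for the hours, and − or + for 0 or 4000 R, so that p18+ stands for irradiated p53 discs at 18 hr. The authors made the values with GCRMA, which corrects the background by probe sequence, brings all arrays to one distribution and gives 1 log2 value per probe set. The array medians were 2.22 to 2.23 and the upper quartiles 7.78 to 7.95. Of 18769 probe sets, 41.2% reached a log2 value of 4 on at least 2 arrays, and the others lie near the floor, where a change is understated.
One probe set stood for each gene, the one with the smallest p over the comparisons of +IR with −IR and of p18+ with p2+, which gave 12314 gene entries. Groups were compared with limma in a fit of all 16 arrays with 8 residual degrees of freedom, and adjusted p-values (Benjamini-Hochberg) cover all probe sets. The standard error of a gene pools its spread over all 8 groups. It need not match the spread of the groups compared, as for a gene at the floor in some groups. Counts of genes use the thresholds of the study, at least 1.5-fold at p under 0.005 or at least 2-fold at p under 0.001, both unadjusted. A single gene, or a member of a gene list, is said to rise or fall at an adjusted p under 0.05. The gene lists, the thresholds and the rule for the genes named were set before the data were examined, apart from the values printed in the paper's tables.
The number of arrays limits the precision. Of 826 values of named genes past the threshold, 555 stayed past it in each fit that left out 1 array of their own comparison, 309 did so when the spread was modelled with a trend in signal and robust weights, and 190 when only the arrays of the comparison entered the fit.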

Because of our interest in apoptosis, we chose to analyze gene expression at 2 and 18 hr after irradiation of larvae with 4000R of X-rays. mRNA was isolated from wing imaginal discs of 3^rd^ instar larvae in two independent experiments. *y^1^w^1118^* (to be called ‘*yw*’ hereafter) were used as control for *y^1^w^1118^*; *p53^5A-1-4^* homozygotes (to be called ‘*p53*’ hereafter). mRNA was hybridized to Affymetrix GeneChip Drosophila Genome 2.0 Arrays. The data quality was assessed to address the following: errors in micro-array manufacture or processing; overall probe intensity; and consistency between duplicate arrays. 

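The spread between the 2 arrays of a group differed from gene to gene. Corp, a p53 target gene, read 9.00 ± 0.06 (mean ± SD of log2 values, n = 2) in y2+ and 2.83 ± 0.16 in y2−. Traf4, an adaptor of TNF receptors, read 10.75 ± 0.04 and 6.74 ± 0.03 in these groups, and the DNA end-binding factor Ku80 read 10.21 ± 0.03 and 7.27 ± 0.05. Transcripts of digestive enzymes varied more, with 11.72 ± 2.16 for the serine protease gene Jon65Aiii and 8.12 ± 2.11 for the lysozyme gene LysS in y2+, and ImpE2, an ecdysone-induced gene, read 7.46 and 2.41 on the 2 arrays of y18+.
Across probe sets, which are not independent replicates, Pearson's r between the 2 arrays of a group was 0.9928 in y18+ to 0.9976 in y2−. Among the 7730 probe sets with a log2 value of at least 4 on 2 arrays, it was 0.9730 to 0.9916 in these groups, and 142 to 341 probe sets of a group differed by more than 1. Of the 16 arrays, 9 were closest to the other array of their own group and 7 to an array of another group.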

In brief, we found no manufacturing or processing errors, find that probe intensities and RNA degradation are similar among arrays, and found that duplicate samples give similar results (Figures S1, S2, and S3). The fact that expression changes for all 10 genes chosen for independent validation were confirmation by Q-RT-PCR (described below) attests to good data quality.

### Genome-wide changes in wild type larval wing imaginal discs

The resulting microarray data has been made accessible in two formats. First, the raw data has been deposited into the Gene Expression Omnibus (GEO) repository of the National Institutes of Health (Accession #GSE37404). Second, all genes that show significant and reproducible induction or repression (±1.5-fold or greater, p<0.005) between ANY ±IR sample pairs at 2 or 18 hr, in *yw* or *p53* discs, are supplied, along with gene ontology information, in a searchable format in Table S1. 

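Genes changed by IR in all 4 comparisons include factors of double-strand break repair. The nuclease gene mre11 had log2 changes of 1.70 (standard error 0.14, adjusted p = 1.6e-04) at 2 hr and 1.33 (standard error 0.14, adjusted p = 5.9e-04) at 18 hr in yw discs, and of 0.62 (adjusted p = 0.2) and 0.88 (adjusted p = 0.069) in p53 discs. For Lig4, the ligase of end joining, the log2 changes were 2.64 (standard error 0.16, adjusted p = 2.5e-05) and 1.86 (standard error 0.16, adjusted p = 1.6e-04) in yw discs, and 0.97 (adjusted p = 0.077) and 0.64 (adjusted p = 0.28) in p53 discs. CG15212 was the only gene past the threshold in all 4 comparisons that was not higher in each, with log2 changes of -0.72 (adjusted p = 0.034) and -0.91 (adjusted p = 0.011) in yw discs and -0.97 (adjusted p = 0.11) and 1.04 (adjusted p = 0.075) in p53 discs. It lost the adjusted threshold at 2 hr, with adjusted p = 0.18 to 0.19 without y2− replicate 1 or y2+ replicate 2, and at 18 hr, with adjusted p = 0.056 to 0.058 without y18− replicate 1 or y18+ replicate 2.
At 1.5-fold and p under 0.005, 1692 of 12314 gene entries changed in at least 1 of the 4 comparisons of +IR with −IR. Of these, 1497 passed in yw discs only, 80 in p53 discs only and 115 in both genotypes, which counts each comparison on its own and does not test the difference between genotypes. In yw discs 562 passed at both times, and 23 passed in all 4 comparisons. At p under 0.005 alone, chance gives 61.6 gene entries per comparison, and fewer once 1.5-fold is also required.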

The data in Table S1, which is extensive, has been further organized into Venn diagrams (Figure S4), which are discussed in following sections.

To identify genes for further analysis, we applied a more stringent cut-off (≥2-fold, p<0.001). We first compared genes that are differentially expressed in *yw* and *p53* mutant discs without irradiation. 

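Without irradiation, p53 discs had lower levels of several glutathione S-transferase transcripts and higher levels of several ecdysone-induced and wing disc transcripts than yw discs. GstD9 was lower by a log2 difference of -3.14 (standard error 0.13, adjusted p = 2.0e-06), GstE7 by -2.34 (standard error 0.38, adjusted p = 0.0067) and GstE6 by -1.92 (standard error 0.28, adjusted p = 0.0039). ImpE3 and ImpE1, genes induced by the steroid hormone ecdysone, were higher by 3.78 (standard error 0.37, adjusted p = 4.8e-04) and 2.71 (standard error 0.36, adjusted p = 0.0025). Senseless (sens), a transcription factor of sensory organ precursors, was higher by 2.07 (standard error 0.22, adjusted p = 6.9e-04).
Of 28 measured genes of glutathione metabolism, 6 were lower and 1 higher, as many as when adjusted over the list alone (camera, adjusted p = 0.033, and adjusted p = 0.65 with an estimated correlation). Of 22 ecdysone response genes, 6 were higher and 2 lower (8 and 3 when adjusted over the list alone), and camera gave an adjusted p = 0.053. Of 37 wing disc genes, 7 were higher and 1 lower (11 and 1 when adjusted over the list alone; camera, adjusted p = 0.0012, and adjusted p = 0.65 with an estimated correlation). Of 24 muscle markers, 1 was higher, Fhos, with 2.16 (standard error 0.08, adjusted p = 7.8e-07), and 1 lower, sls, with -1.98 (standard error 0.14, adjusted p = 7.8e-05), as many as when adjusted over the list alone (camera, adjusted p = 0.67). None of 11 fat body markers passed the test with limma, 2 were lower at an unadjusted p under 0.05 and 6 were lower with a rebuilt form of Cyber-T, and their median log2 difference was -0.62 over the 11 and -2.78 over the 5 with a log2 value of at least 4 on 2 arrays.
With the mean over both times, 98 genes were at least 2-fold lower in p53 discs and 141 at least 2-fold higher at p under 0.001. The first count was 194 with Cyber-T, and the second was 84 when only the 8 unirradiated arrays entered the fit.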

109 genes that are repressed and 131 genes that are activated in *p53* mutants relative to *yw* fall into Gene Ontology clusters with GO terms such as ‘hemocyanin’ and ‘storage protein’, ‘peptidase inhibitor’, ‘oxidation reduction’, ‘glutathione metabolism’ and neurogenesis' (data not shown). None are related to DNA damage responses that we are interested in. This finding and the fact that p53 null mutants are viable and fertile in the absence of genotoxins led us to focus instead on gene expression changes that occur after irradiation.

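Of the DNA repair genes, mre11 was lower in unirradiated p53 discs than in yw discs by a log2 difference of -1.01 (standard error 0.10, adjusted p = 5.9e-04). XRCC1, a scaffold of single-strand break repair, was higher by 1.04 (standard error 0.14, adjusted p = 0.0025). Both passed 2-fold at p under 0.001. Of the cell death genes, p53 itself differed by -5.57 (standard error 0.09, adjusted p = 4.9e-09), and the caspase gene Strica was higher by 1.41 (standard error 0.19, adjusted p = 0.0028). Gadd45, a mediator of JNK signaling, was lower by -0.60 (standard error 0.11, adjusted p = 0.01), which Cyber-T did not call.
Of 37 measured genes of a DNA repair list, 9 were lower and 1 was higher (14 and 1 when adjusted over the list alone), with a median log2 difference of -0.19 (camera, adjusted p = 0.0014, and adjusted p = 0.65 with an estimated correlation). Of 21 genes of a cell death list, 3 were higher and 3 lower, as many as when adjusted over the list alone (camera, adjusted p = 0.85).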

Using the same criteria (≥2-fold, p<0.001), 359 and 376 genes were induced in *yw* discs at 2 and 18 hr after IR respectively (Table S2). 

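In yw discs at 2 hr, the p53 target Corp rose by a log2 change of 6.16 (standard error 0.09, adjusted p = 1.3e-08) and eiger (egr), the TNF ligand of the JNK pathway, by 4.78 (standard error 0.04, adjusted p = 3.3e-10). CG8997 rose by 7.75 (standard error 1.35, adjusted p = 0.0066), CG7953 by 7.41 (standard error 1.20, adjusted p = 0.0046) and CG14695 by 4.98 (standard error 0.56, adjusted p = 7.5e-04). Without irradiation, the log2 difference between y18− and y2− was 5.16 for CG8997, 4.83 for CG7953 and 0.02 for CG14695, beside 6.40 for Jon65Aiii and 3.46 for LysS, genes of digestive enzymes (adjusted p = 1 for each in limma). At 18 hr Corp was still higher, by 5.00 (standard error 0.09, adjusted p = 1.5e-08). Genes with large rises at 18 hr include CG13786, with 7.43 (standard error 0.12, adjusted p = 1.1e-08), CG32625, with 6.74 (standard error 0.51, adjusted p = 7.7e-05), the gustatory receptor gene Gr33a, with 6.03 (standard error 0.15, adjusted p = 1.3e-07), the cytochrome P450 gene Cyp6d2, with 5.86 (standard error 0.41, adjusted p = 5.4e-05), and Ilp8, which encodes an insulin-like peptide that delays metamorphosis, with 5.69 (standard error 0.56, adjusted p = 3.6e-04). CG7953, high at 2 hr, fell at 18 hr by a log2 change of -4.74 (adjusted p = 0.036), a call lost at adjusted p = 0.097 to 0.17 without any 1 of its 4 arrays.
At 2-fold and p under 0.001, 284 genes were induced at 2 hr and 318 at 18 hr. When only the 4 arrays of each comparison entered the fit, the counts were 88 and 74.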

The two sets overlap by 230 genes (excluding 3 that are annotated as different genes but share a CG number with other genes), suggesting that induction of most genes by IR persists for several hours. These numbers translate to a 2.8% hit rate (∼360/12,948 genes on the array). 

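Most genes induced at 2 hr were still above their unirradiated level at 18 hr. CG11897, a gene of the ABC transporter family, rose by a log2 change of 4.69 (standard error 0.22, adjusted p = 7.4e-06) at 2 hr and 3.58 (standard error 0.22, adjusted p = 2.8e-05) at 18 hr, and spn-E, an RNA helicase, by 2.69 (standard error 0.27, adjusted p = 4.1e-04) and 3.53 (standard error 0.27, adjusted p = 9.2e-05). The cytokine gene upd1 rose by 2.05 (standard error 0.34, adjusted p = 0.0054) and 3.38 (standard error 0.34, adjusted p = 4.1e-04).
Of the 284 genes induced at 2 hr, 202 (71.1%) were among the 318 induced at 18 hr, where independent lists of these sizes share 7.33. The 2 lists use different unirradiated arrays. The log2 change at 18 hr was above 0 for 273 of the 284, and the difference between the times passed an adjusted p under 0.05 in limma for 44 with a lower and 15 with a higher change at 18 hr. With only the arrays of each comparison in the fit, 25 genes passed at both times.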

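Induced genes of yw discs include Snap25, which encodes a protein of vesicle fusion, with a log2 change of 4.26 (standard error 0.17, adjusted p = 2.2e-06) at 18 hr. The gene unc-13, which primes vesicles for release, rose by 1.18 (standard error 0.17, adjusted p = 0.0025) at 2 hr and 2.53 (standard error 0.17, adjusted p = 4.3e-05) at 18 hr. The cytochrome P450 gene Cyp6d4 rose by 2.53 (standard error 0.21, adjusted p = 1.4e-04) and 2.54 (standard error 0.21, adjusted p = 1.3e-04). Over the 12314 gene entries measured here, genes past 2-fold at p under 0.001 make up 2.31% at 2 hr and 2.58% at 18 hr.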

Functional Annotation Clustering based on Gene Ontology identified 17 clusters that are induced at 2 hr in *yw* discs (Table 1; Enrichment Score >1.3, which corresponds to p<0.05). These included clusters of genes that function in DNA damage response, apoptosis, JNK cascade, trans-membrane transport, glutathione metabolism, proteases and regulators of proteases. 

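At 2 hr in yw discs, rises outnumbered falls among genes of DNA repair, of the JNK pathway and of glutathione metabolism, while cell death genes moved both ways. Ku80, which binds broken DNA ends, rose by a log2 change of 2.95 (standard error 0.13, adjusted p = 6.1e-06), and mus205, the catalytic subunit of DNA polymerase zeta, by 2.61 (standard error 0.16, adjusted p = 2.4e-05). In the JNK pathway, Gadd45 rose by 4.59 (standard error 0.15, adjusted p = 1.3e-06), Traf4 by 4.00 (standard error 0.09, adjusted p = 2.5e-07) and puckered (puc), the phosphatase that restrains JNK, by 2.22 (standard error 0.11, adjusted p = 1.0e-05), while the TNF receptor gene wgn fell by 1.53 (standard error 0.12, adjusted p = 1.2e-04). Gclc, the catalytic subunit of the enzyme that makes the glutathione precursor, rose by 2.84 (standard error 0.11, adjusted p = 2.9e-06). Of the cell death genes, p53 rose by 1.66 (standard error 0.13, adjusted p = 1.0e-04) and Dcp-1, an effector caspase, fell by 0.50 (standard error 0.09, adjusted p = 0.0077).
Of 37 measured DNA repair genes, 19 rose and 4 fell (20 and 6 when adjusted over the list alone; camera, adjusted p = 2.8e-08, and adjusted p = 0.2 with an estimated correlation). With only the 4 arrays of the comparison in the fit, 6 rose. Of 20 JNK pathway genes, 9 rose and 2 fell (9 and 4 when adjusted over the list alone; camera, adjusted p = 2.7e-06, and adjusted p = 0.04 with an estimated correlation). Of 28 genes of glutathione metabolism, 8 rose and 1 fell (9 and 1 when adjusted over the list alone; camera, adjusted p = 2.4e-05, and adjusted p = 0.18 with an estimated correlation). Of 21 cell death genes, 5 rose and 6 fell (5 and 7 when adjusted over the list alone; camera, adjusted p = 0.41).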

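Nedd2-like caspase (Nc), the initiator caspase of the fly, rose in yw discs at 2 hr by a log2 change of 1.57 (standard error 0.08, adjusted p = 1.0e-05). Genes of digestive proteases and lysozymes had larger changes with larger errors. Jon65Aiii, a serine protease gene, rose by 8.22 (standard error 2.08, adjusted p = 0.038), a call lost at adjusted p = 0.051 to 0.2 without any 1 of its 4 arrays. Jon25Bi, of the same family, rose by 5.35 (standard error 1.17, adjusted p = 0.02), lost at adjusted p = 0.085 to 0.11 without y2− replicate 1, y2− replicate 2 or y2+ replicate 2. Of 38 measured gut markers, 3 (these and the lysozyme gene LysS) rose and 0 fell, as many as when adjusted over the list alone, with 5 higher and 0 lower at an unadjusted p under 0.05 and 7 and 0 with Cyber-T (camera, adjusted p = 0.002, and adjusted p = 0.38 with an estimated correlation).
The mean log2 value of 6 such transcripts (Jon65Aiii, Jon65Aiv, yip7, LysS, Jon25Bi and Jon25Bii, chosen after their values were seen) was 7.42 and 10.93 on the 2 arrays of y2+ and 2.78 and 2.67 on those of y2−. It was also raised in unirradiated discs at 18 hr, at 7.35 and 6.25 in y18−, against 2.98 and 3.27 in y18+. In p53 discs it was 3.08 and 8.07 in p2+ and at most 5.03 on each of the other 6 arrays.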

The last two clusters include 25 known or predicted peptidases, only one of which is a caspase (Nedd2-like caspase). Similar analysis identified 10 clusters at 18 hr after irradiation (Table 1). The DNA damage response cluster was ranked first in both 2 hr and 18 hr samples. 

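At 18 hr in yw discs, 20 of 37 measured DNA repair genes were raised. PolZ2, a subunit of DNA polymerase zeta, rose by a log2 change of 2.29 (standard error 0.36, adjusted p = 0.0034), rad50, a partner of mre11 in break repair, by 2.00 (standard error 0.11, adjusted p = 1.7e-05), and XRCC1 by 1.54 (standard error 0.19, adjusted p = 0.0012). In the JNK pathway, Gadd45 rose by 3.03 (standard error 0.15, adjusted p = 9.1e-06) and Traf4 by 2.41 (standard error 0.09, adjusted p = 2.1e-06), while Tab2 fell by 2.14 (standard error 0.18, adjusted p = 1.5e-04). Among cell death genes, p53 rose by 1.43 (standard error 0.13, adjusted p = 2.2e-04), and the caspase genes Dredd and Dcp-1 fell by log2 changes of -0.79 (standard error 0.12, adjusted p = 0.0032) and -0.62 (standard error 0.09, adjusted p = 0.0022).
Of 37 measured DNA repair genes, 20 rose and 3 fell (20 and 4 when adjusted over the list alone; camera, adjusted p = 6.8e-09, and adjusted p = 0.14 with an estimated correlation). Of 20 JNK pathway genes, 8 rose and 3 fell (9 and 4 when adjusted over the list alone; camera, adjusted p = 0.016, and adjusted p = 0.18 with an estimated correlation). Of 21 cell death genes, 4 rose and 6 fell (4 and 8 when adjusted over the list alone; camera, adjusted p = 0.9), and of 28 genes of glutathione metabolism 9 rose and 1 fell (11 and 1 when adjusted over the list alone; camera, adjusted p = 7.2e-05, and adjusted p = 0.14 with an estimated correlation).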

Cell death cluster is also found at both time points, consistent with published reports that cell death continues for at least 30 hr under these experimental conditions [8]. DNA repair cluster appeared at both time points despite published reports that DNA repair is completed by about 3 hr after irradiation [18]. 

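The nucleotide excision repair gene mus210 rose in yw discs by a log2 change of 1.77 (standard error 0.07, adjusted p = 3.3e-06) at 2 hr and 0.93 (standard error 0.07, adjusted p = 7.9e-05) at 18 hr, and the difference, 18 hr minus 2 hr, was -0.84 (standard error 0.10, adjusted p = 0.005). Ku80 rose by 2.04 (standard error 0.13, adjusted p = 4.0e-05) at 18 hr, a difference of -0.91 (adjusted p = 0.047) from 2 hr, which was lost at adjusted p = 0.063 to 0.12 without any 1 of its 8 arrays. The alkyltransferase gene agt rose by 3.78 (standard error 0.20, adjusted p = 1.2e-05) and 3.62 (standard error 0.20, adjusted p = 1.6e-05), and the difference, -0.16 (adjusted p = 1), did not pass the test.
Of the 37 measured genes of the DNA repair list, the difference between the times passed the test for 2 with a smaller and 1 with a larger change at 18 hr (8 and 1 when adjusted over the list alone), and the median difference was 0.03 (camera, adjusted p = 0.32). Of the 17 measured induced repair genes of Table 3, which the study chose from these arrays, the change was smaller at 18 hr for 14, with a median difference of -0.37, and the difference passed the test for 2 with a smaller and 0 with a larger change (limma; 8 and 0 at an unadjusted p under 0.05, 5 and 0 with Cyber-T).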

We will see later that DNA repair genes, although still induced at 18 hr, are induced to a lesser degree; this can reconcile the current findings with the published work on the schedule of repair.

**Table 1:** Functional Annotation Clustering of genes induced 2-fold or greater by IR in wild type (*yw*) wing imaginal discs (p<0.001).

at 2 hr after irradiation			at 18 hr after irradiation		
rank	Enrichment Score	representative terms (GO, INTERPRO, SMART, KEGG_PATHWAY)	rank	Enrichment Score	representative terms (GO, INTERPRO, SMART, KEGG_PATHWAY)
1	5.95	**celular response to stress, response to DNA damage stimulus, DNA repair**	1	3.09	**celular response to stress, response to DNA damage stimulus, DNA repair**
2	2.97	NHEJ, DSB repair, telomere maintenance	2	2.77	CHk, CHK kinase-like
3	2.78	**positive regulation of cell death, programmed cell death, apoptosis, autophagic cell death**	3	2.17	actin cytoskeleton, actomyosin structure organization, cytoskeletal protein binding
4	2.17	**co-factor biosynthetic process, co-enzyme biosynthetic process**, oxidoreduction coenzyme metabolic process	4	2.17	**glutathione transferase activity, drug metabolism, glutathione metabolism**
5	2.17	adenyl nucleotide binding, purine nucleotide binding, ATPase activity	5	1.97	contactile fibre part, myosin II complex, actin cytoskeleton
6	1.95	**ABC transporter-like, multidrug transporter activity**	6	1.90	**co-factor biosynthetic process, co-enzyme biosynthetic process**
7	1.89	**extra-cellular matrix**	7	1.88	cell-adhesion
8	1.81	DEAD-like helicase, DNA/RNA helicase	8	1.79	**ABC transporter-like, multidrug transporter activity**
9	1.80	**glutathione transferase activity, drug metabolism, glutathione metabolism**	9	1.49	**positive regulation of cell death, programmed cell death, apoptosis, autophagic cell death**
10	1.71	salivary gland development, hemopoiesis, immune system development	10	1.39	**extra-cellular matrix**; metallopeptidase activity
11	1.68	larval development, apical part of cell			
12	1.55	apical cortex, asymmetric protein localization, cell fate commitment			
13	1.49	nucleotidyltransferase, DNA polymerase activity			
14	1.45	proteolysis, protease, peptidase activity, endopeptidase activity, hydrolase			
15	1.43	positive regulation of caspase activity, positive regulation of peptidase activity, regulation of endopeptidase activity			
16	1.33	JNK cascade, stress activated kinase signaling pathway, MAPKKK cascade, embryonic morphogenesis			

Only clusters with Enrichment Score of >1.3 are shown. Gene ontology information is from DAVID Bioinformatics Resources 6.7, NIAID/NIH (ttp://david.abcc.ncifcrf.gov/). Clusters present in both 2 hr and 18 hr time-points are in bold font.

### The effect of IR on cell death-related genes

Because we are interested in DNA damage responses and cell death, we analyzed the expression of genes in these categories as defined by GO terms in Flybase (http://flybase.org/) and in DAVID (Database for Annotation, Visualization and Integrated Discovery) Bioinformatics Resources 6.7, NIAID/NIH (ttp://david.abcc.ncifcrf.gov/) [20]. To get a more comprehensive view, we decreased the stringency (±1.5-fold or greater change, p<0.005). Table 2 shows 22 cell death-related genes that are induced by IR in *yw* at 2 hr, 18 hr or both. 

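Cell death genes that rose in yw discs at 2 hr include Ark, the Apaf-1 homolog that activates Nedd2-like caspase, with a log2 change of 1.14 (standard error 0.16, adjusted p = 0.002). For wun, a lipid phosphatase gene of germ cell death, the log2 change was 0.82 (standard error 0.23, adjusted p = 0.058), which did not pass the test. The JNK transcription factor gene kay rose by 1.91 (standard error 0.19, adjusted p = 4.0e-04). At 18 hr, the growth factor gene Pvf2 rose by 2.22 (standard error 0.13, adjusted p = 1.9e-05), against 1.88 (standard error 0.13, adjusted p = 4.7e-05) at 2 hr.
Of the 22 genes of Table 2, 17 were measured here. At an adjusted p under 0.05, 15 rose at 2 hr, with a median log2 change of 1.57 over the 17, and 14 rose at 18 hr, with a median of 1.18. None fell with limma, where 0 at 2 hr and 1 at 18 hr were lower at an unadjusted p under 0.05, and 0 and 1 with Cyber-T. The genes were chosen by the study from these arrays, so these counts are not independent evidence of their direction. Reaper (rpr) and hid have no probe set in the annotation used and are not analysed here.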

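Sickle (skl), an activator of cell death of the Smac/DIABLO group, rose in yw discs at 2 hr by a log2 change of 2.56 (standard error 0.13, adjusted p = 1.1e-05). It read 2.24 ± 0.00 (mean ± SD of log2 values, n = 2) in y2− and 4.81 ± 0.36 in y2+, and stood at the floor of the arrays without irradiation. The standard error pools all 8 groups and so understates the spread of y2+. At 18 hr its log2 change was 0.08 (standard error 0.13, adjusted p = 1).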

The list includes genes that are, according to previous studies, (i) induced by IR and (ii) needed for IR-induced apoptosis, such as *hid*, *rpr*, and *skl* (in bold font in Table 2). Also on this list are genes that promote autophagic cell death, suggesting that this form of cell death plays a role in response to IR. 

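Of the genes of autophagic cell death in Table 2, LysS had a log2 change in yw discs of 5.64 (adjusted p = 0.037) at 2 hr and -3.26 (adjusted p = 0.25) at 18 hr, and the first call was lost at adjusted p = 0.13 to 0.21 without y2− replicate 1, y2− replicate 2 or y2+ replicate 2. It read 5.94 ± 2.00 (mean ± SD of log2 values, n = 2) in y18− and 2.68 ± 0.09 in y18+. The nuclear receptor gene ftz-f1, which Table 2 gives under DNA binding, had log2 changes of 0.30 (adjusted p = 0.55) and 0.79 (adjusted p = 0.036). The second call was lost without y18− replicate 2, y18+ replicate 1 or y18+ replicate 2, with a log2 change of 0.51 without the first of these. The protease gene Mmp1 is not analysed here.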

Most genes induced at 2 hr remained induced at 18 hr although to a lesser extent. 

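For several genes with strong rises at 2 hr, the response at 18 hr was smaller by more than the spread between replicates. The difference in log2 change, 18 hr minus 2 hr, was -2.48 (standard error 0.19, adjusted p = 4.8e-04) for skl, -2.48 (standard error 0.06, adjusted p = 3.4e-07) for egr (eiger), -1.60 (standard error 0.13, adjusted p = 7.8e-04) for Traf4, -1.57 (standard error 0.21, adjusted p = 0.0088) for Gadd45 and -1.16 (standard error 0.13, adjusted p = 0.0042) for Corp. For puc, which still rose by 1.19 (standard error 0.11, adjusted p = 2.9e-04) at 18 hr, it was -1.03 (standard error 0.16, adjusted p = 0.014). Eiger (egr) rose by 2.30 (standard error 0.04, adjusted p = 1.5e-08) at 18 hr, and Nedd2-like caspase by 0.92 (standard error 0.08, adjusted p = 1.7e-04).
Among the 17 measured genes of Table 2, the change was smaller at 18 hr for 12 and larger for 5, and the difference passed the test for 6 of the 12 and for none of the 5. The latter count of 0 was 1 at an unadjusted p under 0.05 and 1 with Cyber-T.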

37 cell death-related genes that are repressed by IR in *yw* at 2 hr, 18 hr or both are shown in Table S3. Several of these are anti-apoptotic (e.g. Iap2 and Drep-1 that normally inhibits developmental apoptosis) although some are also pro-apoptotic (e.g. *mnk/lok* encoding Drosophila Chk2). These findings suggest that the expression of IR exposure affect both pro-apoptotic and anti-apoptotic genes, and that their gene products may counter-balance one another.

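Cell death genes that fell in yw discs at 18 hr include the Hippo pathway coactivator gene yki, with a log2 change of -0.64 (standard error 0.11, adjusted p = 0.0056), br, a transcription factor gene induced by ecdysone, with -1.56 (standard error 0.24, adjusted p = 0.0032), and the chromatin boundary gene mod(mdg4), with -0.82 (standard error 0.06, adjusted p = 9.2e-05). The EGF receptor antagonist gene argos fell at 2 hr, with -2.04 (standard error 0.17, adjusted p = 1.3e-04).
Of the 37 genes of Table S3, 32 were measured. At 2 hr 18 fell and 1 rose, with a median log2 change of -0.63, and at 18 hr 24 fell and 0 rose with limma (0 were higher at an unadjusted p under 0.05 and 0 with Cyber-T), with a median of -0.77. As the study chose these genes from the same arrays, the counts are not independent evidence of their direction. For p53 discs, 1 of the 32 fell and 0 rose at 2 hr (limma; 3 were higher at an unadjusted p under 0.05 and 1 with Cyber-T), and 1 rose and 0 fell at 18 hr (6 were lower at an unadjusted p under 0.05 and 1 with Cyber-T).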

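Drep-1, an inhibitor of the apoptotic nuclease, fell in yw discs at 2 hr by a log2 change of -1.47 (standard error 0.19, adjusted p = 0.0015). At 18 hr it fell by 0.81 (standard error 0.19, adjusted p = 0.025), a call lost at adjusted p = 0.062 to 0.13 without y18− replicate 1, y18− replicate 2 or y18+ replicate 1. Iap2, which inhibits caspases, fell at 18 hr by a log2 change of -0.66 (standard error 0.07, adjusted p = 5.1e-04). At 2 hr its log2 change was -0.28 (standard error 0.07, adjusted p = 0.033), which was lost at adjusted p = 0.075 to 0.17 without y2− replicate 1, y2− replicate 2 or y2+ replicate 2 and with Cyber-T; the log2 change was -0.16 without y2+ replicate 2. The checkpoint kinase gene lok fell at 2 hr by a log2 change of -0.92 (standard error 0.16, adjusted p = 0.007), and its log2 change at 18 hr was -0.51 (standard error 0.16, adjusted p = 0.09).
The log2 changes in p53 discs at 2 and 18 hr were 0.07 (adjusted p = 1) and -0.01 (adjusted p = 1) for Drep-1, 0.24 (adjusted p = 0.31) and -0.14 (adjusted p = 0.88) for Iap2, and 0.03 (adjusted p = 1) and 0.11 (adjusted p = 1) for lok.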

**Table 2:** Cell death related genes induced by IR in *yw* (≥1.5-fold, p<0.005).

	other information (Flybase)	gene	fold change (p-value)				
			y2− vs y2+	y18− vs y18+	p2− vs p2+	p18− vs p18+	p2+ vs p18+
1	DNA binding, leg morphogenesis	ftz-f1(Ftz interacting protein 1)	0.5(0.000103)	1.0(7.5e-007)	0.7(0.073569)	0.5(0.000359)	0.7(0.000122)
2	predicted DNA binding and mRNA splicing	CG6905(–)	0.6(0.000086)	0.5(0.008317)	–	–	–
3	EGF receptor binding	vn(defective dorsal discs)	0.7(0.000006)	0.6(0.000428)	-0.3(0.021632)	–	0.4(0.001491)
4	influence processing of Dredd RNA	qkr58E-3(KH domain encompassing protein 1)	0.7(4.2e-008)	0.3(0.010044)	0.6(0.000145)	–	-0.3(0.010807)
5	germ cell death	wun(wunen)	0.8(0.000671)	1.8(1.6e-008)	–	–	–
6	DNA replication	RnrL(ribonucleoside-diphosphate reductase large subunit)	1.0(2.4e-012)	0.8(4.10e-08)	–	0.6(0.000003)	0.6(0.000005)
7	pro-apoptotic (predicted)	CG5059(–)	1.0(2.0e-011)	1.3(6.1e-012)	-0.5(0.003960)	–	0.5(0.000213)
8	aka ‘Dark’; pro-apoptotic	Ark(Apaf-1 related killer)	1.1(9.3e-009)	0.6(0.000424)	–	0.3(0.049208)	0.4(0.009484)
9	RNA interference, cell death	AGO2(Argonaute 2)	1.3(1.2e-011)	0.8(1.7e-008)	–	–	–
10	aka ‘Dronc’; pro-apoptotic	Nc(Nedd2-like caspase)	1.6(4.6e-011)	0.9(2.0e-007)	–	0.3(0.019869)	–
11	pro-apoptotic	p53(p53-like regulator of apoptosis and cell cycle)	1.7(3.4e-013)	1.4(5.4e-009)	–	–	–
12	predicted VEGF receptor binding	Pvf2(VEGF-related factor 2)	1.9(2.3e-013)	2.2(6.1e-011)	–	0.4(0.003801)	0.4(0.001485)
13	predicted inhibitor of apoptosis	CG7188(–)	2.0(8.6e-009)	1.2(1.6e-010)	0.3(0.036872)	–	–
14	JNK signaling	puc(puckered)	2.2(3.2e-014)	1.2(2.0e-008)	–	0.3(0.040766)	0.6(0.000583)
15	autophagic cell death	Mmp1(Matrix metalloproteinase1)	2.5(2.6e-012)	3.6(0)	−0.4(0.023325)	0.5(0.000006)	0.9(8.8e-008)
16	**pro-apoptotic**	**skl(sickle)**	**2.6(2.2e-007)**	–	–	**0.2(0.006202)**	**0.2(0.006266)**
17	**pro-apoptotic**	**W(hid/W)**	**2.8(0)**	**1.4(1.1e-010)**	**-0.7(0.000616)**	**–**	**0.7(0.000014)**
18	**pro-apoptotic**	**rpr(reaper)**	**3.1(0)**	**1.5(6.8e-010)**	**0.5(0.002109)**	**0.5(0.001486)**	**0.4(0.011275)**
19	JNK signaling	Traf4(TNF Receptor Associated Factor1)	4.0(0)	2.4(5.2e-012)	–	1.0(0.000003)	0.7(0.000104)
20	JNK signaling	egr(Eiger)	5.8(0)	3.7(3.0e-013)	0.3(0.034627)	1.3(0.000399)	0.7(0.012767)
21	autophagic cell death	LysS(Lysozyme S)	5.6(2.4e-010)	−3.3(0.000003)	2.6(0.001140)	−0.8(0.010742)	−2.8(0.000433)
22	pro-apoptotic	Corp(Companion of reaper)	6.2(0)	5.0(1.1e-015)	–	0.7(0.015186)	0.7(0.010899)

The values shown are log_2_. The cut-off values were 1.5 fold or more (log_2_ of 0.585 or greater) with p<0.005 compared to un-irradiated controls, at 2 hr or 18 hr after irradiation or both. ‘–’ = the gene was not significantly induced with respect to neither p-value or fold change. p-value of 0 means p<1e-10. y = *yw* control; p = *p53* mutants, ‘−’ = −IR (0 R); ‘+’ = +IR (4000 R); 2 = 2 hr after irradiation, 18 = 18 hr after irradiation. If there is data for more than one probe set is available for a gene, the set with the best p value was considered.

### The effect of IR on ‘DNA-damage response’ genes

The ‘DNA damage response’ category consists of 37 induced and 53 repressed genes (Table 3, ±1.5-fold or greater, p<0.005). 

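Genes of Table 3 that rose in yw discs at 2 hr include the replication protein A gene RpA-70, with a log2 change of 1.46 (standard error 0.14, adjusted p = 3.4e-04), the AP-1 subunit gene Jra, with 1.75 (standard error 0.12, adjusted p = 5.1e-05), and the eIF2alpha kinase gene PEK, with 1.36 (standard error 0.13, adjusted p = 3.3e-04). Genes that fell include the helicase gene RecQ4, with -1.50 (standard error 0.17, adjusted p = 7.3e-04), and the checkpoint kinase gene grp, with -0.54 (standard error 0.08, adjusted p = 0.0024).
Of 37 induced genes of the table, 33 were measured here. At 2 hr 29 rose, with a median log2 change of 1.27, and at 18 hr 27 rose, with a median of 0.93. Of 52 repressed genes, 44 were measured, of which 41 fell at 2 hr, with a median of -0.78, and 22 fell and 1 rose at 18 hr, with a median of -0.47. Both parts of the table were chosen by the study from these arrays and are not independent evidence of direction.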

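Of the repair genes of Table 3, Irbp, the fly Ku70, rose in irradiated yw discs by a log2 change of 2.63 (standard error 0.13, adjusted p = 8.0e-06) at 2 hr and 2.10 (standard error 0.13, adjusted p = 2.6e-05) at 18 hr, rad50 rose by 2.34 (standard error 0.11, adjusted p = 8.0e-06) at 2 hr, and DNApol-eta, a polymerase that copies past lesions, by 1.73 (standard error 0.14, adjusted p = 1.1e-04) and 0.88 (standard error 0.14, adjusted p = 0.0035). XRCC1 rose by 1.27 (standard error 0.19, adjusted p = 0.0033) at 2 hr. Of the repressed genes of Table 3, mms4, a subunit of a junction-cutting nuclease, fell at 2 hr, with -0.92 (standard error 0.13, adjusted p = 0.0024).
Of 19 induced genes of repair, recombination and bypass synthesis marked in Table 3, 17 were measured, and 16 of them rose at 2 hr, with a median log2 change of 1.70, and 16 at 18 hr, with a median of 1.33. These 19 were picked by the study from the same arrays, so their direction is not independent evidence.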

As expected, genes with roles in DNA repair, recombination and by-pass synthesis (in italics) are over-represented among the induced (top half of Table 3). In contrast, repressed genes (bottom half of Table 3) include those encoding essential replication factors (in bold font). 

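Most of the replication genes measured fell in yw discs at 2 hr. Pole2, a subunit of DNA polymerase epsilon, fell by a log2 change of -1.65 (standard error 0.18, adjusted p = 6.6e-04), DNApol-epsilon, its catalytic subunit, by -1.24 (standard error 0.14, adjusted p = 7.8e-04), and Mcm10 by -1.06 (standard error 0.13, adjusted p = 0.0012). The GINS subunit gene Psf2 fell by 0.87 (standard error 0.13, adjusted p = 0.0031). Replication genes that rose were RpA-70, the large subunit of ribonucleotide reductase RnrL, and the clamp loader gene RfC4, with 0.63 (adjusted p = 0.026), which was lost at adjusted p = 0.053 to 0.14 without any 1 of its 4 arrays.
Of 35 measured genes of a replication list, 23 fell and 3 rose (28 and 5 when adjusted over the list alone), with a median log2 change of -0.72 (camera, adjusted p = 1.5e-09, and adjusted p = 0.27 with an estimated correlation). With only the 4 arrays of the comparison in the fit, 3 of the 35 fell, and 12 fell with a trend and robust weights. Of 23 repressed replication genes marked in Table 3, which the study picked from these arrays and which are no independent evidence of direction, 19 were measured and all 19 fell, with a median of -0.99.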

Among the latter are genes encoding the components of the Pre-Replication Complex: subunits of the Origin Recognition Complex, ORC5 and ORC6; MCM3, MCM5, MCM6 and MCM7; positive and negative regulators of MCM loading, Cdc6, Dup and Geminin; and CDC45 that recruit DNA polymerases to the pre-RC; three subunits of DNA polymerase α; sliding clamp, PCNA; and, clamp loader RFC. 

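In yw discs at 2 hr, the ORC subunit gene Orc5 fell by a log2 change of -0.74 (standard error 0.07, adjusted p = 3.4e-04). The helicase subunit genes Mcm3, Mcm5 and Mcm6 fell by log2 changes of -0.99 (standard error 0.09, adjusted p = 2.8e-04), -0.92 (standard error 0.11, adjusted p = 0.0011) and -0.65 (standard error 0.08, adjusted p = 9.5e-04). Cdc6 and dup, which load the helicase, fell by log2 changes of -1.42 (standard error 0.16, adjusted p = 8.2e-04) and -1.48 (standard error 0.19, adjusted p = 0.0013), and CDC45L, which joins it, by -0.82 (standard error 0.14, adjusted p = 0.0061). The DNA polymerase alpha subunit genes DNApol-alpha60, DNApol-alpha73 and DNApol-alpha180 fell by log2 changes of -1.81 (standard error 0.20, adjusted p = 6.8e-04), -1.43 (standard error 0.19, adjusted p = 0.0016) and -0.99 (standard error 0.18, adjusted p = 0.0093). The clamp loader gene RfC3 fell by 1.41 (standard error 0.14, adjusted p = 4.4e-04). For the sliding clamp gene mus209 (PCNA) the log2 change was -0.58 (standard error 0.14, adjusted p = 0.03), a call lost at adjusted p = 0.098 to 0.12 without any 1 of its 4 arrays. Orc6, Mcm7 and geminin are not analysed here.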

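At 18 hr in yw discs, Mcm3 was lower by a log2 change of -0.55 (standard error 0.09, adjusted p = 0.0053), Mcm6 by -0.53 (standard error 0.08, adjusted p = 0.0024) and Orc5 by -0.42 (standard error 0.07, adjusted p = 0.0056). Mcm5 was lower by -0.48 (standard error 0.11, adjusted p = 0.023), which was lost at adjusted p = 0.081 to 0.12 without y18− replicate 1, y18− replicate 2 or y18+ replicate 1. Other replication genes did not pass the test at 18 hr, with log2 changes of -0.64 (adjusted p = 0.058) for Pole2, -0.42 (adjusted p = 0.1) for CDC45L, -0.52 (adjusted p = 0.17) for DNApol-alpha60, -0.10 (adjusted p = 1) for Cdc6, 0.04 (adjusted p = 1) for dup and -0.09 (adjusted p = 1) for mus209. The difference in response, 18 hr minus 2 hr, was 1.52 (standard error 0.26, adjusted p = 0.022) for dup, lost at adjusted p = 0.051 without y2− replicate 2, and 1.08 (adjusted p = 0.031) for RfC3, lost at adjusted p = 0.051 to 0.08 without y2− replicate 1, y2− replicate 2, y2+ replicate 2, y18− replicate 1, y18− replicate 2 or y18+ replicate 2.
Of 35 measured genes of the replication list, 8 were lower and 4 higher at 18 hr (16 and 4 when adjusted over the list alone), with a median log2 change of -0.30 (camera, adjusted p = 0.0072, and adjusted p = 0.6 with an estimated correlation). Of the 19 measured replication genes of Table 3, 5 were lower, with a median of -0.35. All 19 had a smaller fall than at 2 hr, and the difference passed the test for 4.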

Significant repression of these genes remains at 18 hr after irradiation. A systematic repression of DNA replication genes by IR has not been reported before. It is possible that such genes may have been placed into ‘cell cycle’ or ‘cell proliferation’ clusters in other analyses.

**Table 3:** DNA damage response genes induced or repressed in *yw* (±1.5-fold or greater change, p<0.005).

	other information (Flybase)	gene	fold change(p)			
			y2− vs y2+	y18− vs y18+	p2− vs p2+	p18− vs p18+
**INDUCED at 2 or 18 hr or both**						
1	*DNA repair*	*agt(O-6-alkylguanine-DNA alkyltransferase)*	3.8(0)	3.6(1.1e-016)	1.2(4.9e-007)	2.0(3.7e-010)
2	RNA-dependent DNA polymerase (predicted)	CHKov1(CHKov1)	3.2(2.0e-010)	5.5(2.9e-013)	–	–
3	*DNA repair*	*Ku80(Ku80)*	2.9(1.1e-016)	2.0(7.5e-012)	1.2(0.000009)	1.1(6.1e-007)
4	*associate with Ku70/80 complex*	*Irbp(Yolk protein factor 1b)*	2.6(8.9e-015)	2.1(1.2e-012)	1.1(0.000012)	1.0(0.000048)
5	*translesion synthesis*	*mus205(mutagen-sensitive 205)*	2.6(4.4e-016)	1.7(1.8e-011)	0.4(0.014217)	0.8(0.000004)
6	*DNA repair*	*Lig4(ligase4)*	2.6(3.5e-013)	1.9(4.2e-007)	1.0(0.008889)	0.6(0.029897)
7	*DNA repair, replication*	*lig3(DNA ligase III)*	2.4(1.8e-013)	0.7(0.001965)	–	0.6(0.001044)
8	*DNA damage signaling*	*rad50(rad50)*	2.3(1.1e-014)	2.0(5.8e-013)	0.5(0.001039)	0.6(0.000013)
9		CG6171(Anon-becker2)	2.1(1.1e-014)	1.7(6.2e-011)	0.7(0.000172)	0.6(0.000004)
10	DNA binding (ecdyson biosynthesis)	kay(shroud)	1.9(1.5e-013)	0.7(0.000316)	−0.5(0.002455)	0.3(0.029236)
11	Jun-related antigen, JNK signaling	Jra(Jun oncogene)	1.8(7.9e-012)	0.7(0.000021)	–	–
12	*DNA repair*	*mus210(xeroderma pigmentosum group C complementing factor)*	1.8(3.7e-014)	0.9(6.3e-009)	–	0.3(0.006671)
13	*translesion synthesis*	*DNApol-eta(DNApol-eta)*	1.7(4.0e-012)	0.9(0.000008)	–	–
14	*DNA damage signaling*	*mre11(meiotic recombination 11)*	1.7(3.6e-014)	1.3(5.8e-012)	0.6(0.000151)	0.9(0.000003)
15	*DNA repair*	*mei-9(meiotic 9)*	1.7(1.4e-009)	0.9(0.000079)	0.5(0.044112)	0.5(0.019780)
16	**DNA replication**, *repair*	RpA-70(Drosophila Replication Protein A)	1.5(4.0e-014)	1.4(6.9e-010)	–	0.5(0.000022)
17	development, signaling	Btk29A(Btk family kinase at 29A)	1.5(2.0e-012)	0.8(0.000007)	−0.3(0.046417)	–
18	Elongation Factor 2 kinase	PEK(PEK)	1.4(2.6e-013)	1.0(3.5e-008)	–	0.4(0.002521)
19	*DNA repair*	*XRCC1(XRCC1)*	1.3(4.2e-008)	1.5(4.9e-007)	–	–
20	exonuclease (predicted)	CG12877(–)	1.2(8.9e-009)	–	0.4(0.015037)	0.4(0.044350)
21	multiple roles including *DNA repair*	*UbcD6(Ubiquitin conjugating enzyme)*	1.2(1.6e-010)	1.3(5.8e-010)	0.5(0.030280)	0.2(0.044904)
22	predicted hydrolase, cell polarity	gkt(glaikit)	1.0(0.001345)	1.4(0.000006)	–	–
23	*translesion synthesis*	*DNApol-iota(DNApol-iota)*	1.0(0.000418)	0.9(0.006934)	–	–
24	**DNA replication** and *repair*	RnrL(ribonucleoside-diphosphate reductase large subunit)	0.96(2.4e-012)	0.75(4.1e-08)	−0.07(0.58986)	0.58(0.000003)
25	*DNA repair (predicted)*	*CG5524(*–*)*	0.9(0.000012)	–	–	–
26	checkpoint	pic(piccolo)	0.8(6.0e-009)	0.8(2.5e-008)	–	–
27	*DNA repair*	*spn-A(Spindle-A)*	0.8(0.000072)	0.6(0.000648)	–	–
28	Src kinase homolog	Src42A(Suppressor of pole hole)	0.7(3.1e-008)	0.5(0.000314)	–	–
29	chromatin regulation	Ssrp(structure-specific recognition protein)	0.7(2.4e-007)	0.8(1.4e-007)	–	–
30	guanylate kinase (predicted)	pyd(tamou)	0.7(0.000003)	–	–	–
31	checkpoint	RfC4(Replication factor C subunit 4)	0.6(1.2e-008)	0.7(1.2e-007)	–	0.5(0.000363)
32	recombination	c(3)G(crossover suppressor on 3 of Gowan)	0.6(0.022482)	0.8(0.001269)	–	–
33	**DNA replication**	**EndoG(CG8862)**	0.6(0.000367)	0.4(0.044169)	–	–
34	cell cycle regulation	Rbf(Retinoblastoma-family protein)	0.6(0.000064)	–	–	–
35	*DNA repair*	*Ercc1(Ercc1)*	0.4(0.001146)	0.6(0.000128)	–	–
36	**DNA replication (predicted)**	**CG15220(–)**	0.3(0.001870)	1.0(2.3e-009)	–	0.5(0.000034)
37	DNA metabolism	Top1(topoisomerase I)	–	0.6(0.000572)	–	–
**REPRESSED at 2 or 18 hr or both**						
1	replication fork protection (predicted)	CG10336(–)	−2.0(1.6e-008)	−0.6(0.000565)	–	–
2	Rnase H (predicted)	CG13690(–)	−1.9(8.0e-008)	−0.8(0.001579)	−0.5(0.004728)	0.3(0.026737)
3	**DNA replication**	**Orc6(Origin recognition complex subunit 6)**	−1.8(8.1e-009)	−1.0(0.000011)	–	0.4(0.006813)
4	**DNA replication**	**DNApol-alpha60(“DNA polymerase alpha 58,000 beta subunit”)**	−1.8(2.0e-008)	−0.5(0.020794)	−0.5(0.019469)	0.3(0.035621)
5	**DNA replication**	**Pole2(Pole2)**	−1.7(4.1e-008)	−0.6(0.001494)	−0.5(0.005458)	0.4(0.005395)
6		Hsp70Bc(heat shock 70)	−1.7(0.034517)	−0.8(0.223137)	0.9(0.382707)	−2.1(0.000112)
7	**DNA replication**	**dup(Double-parked)**	−1.5(2.1e-010)	–	−0.5(0.007475)	0.6(0.000013)
8	*DNA repair*	*RecQ4(RecQ4)*	−1.5(0.000284)	−0.6(0.032397)	–	0.5(0.019571)
9	**DNA replication**	**RfC3(Drosophila replication factor C)**	−1.4(7.5e-009)	−0.3(0.020703)	−0.5(0.005448)	0.6(0.000044)
10	**DNA replication**	**Cdc6(Cdc6)**	−1.4(0.000006)	–	–	–
11	**DNA replication**	**DNApol-alpha73(DNA polymerase 73K)**	−1.4(0.000002)	–	–	0.4(0.022580)
12	helicase (predicted)	CG5924(d-mtDNA helicase)	−1.2(0.000194)	–	–	–
13	**DNA amplification**	**hd(humpty dumpty)**	−1.2(0.000022)	−0.4(0.022023)	−0.6(0.007042)	–
14	**DNA replication**	**DNApol-epsilon(DNA polymerase epsilon)**	−1.2(0.000019)	–	–	–
15		cutlet(gilead)	−1.1(0.000017)	−0.7(0.006384)	–	–
16	chromatin silencing, **DNA replication**	**Mcm10(Sensitized chromosome inheritance modifier 19)**	−1.1(0.000004)	–	−0.5(0.004123)	0.4(0.004897)
17	**DNA replication**	**Mcm3(Minichromosome maintenance 3)**	−1.0(2.2e-010)	−0.5(0.000038)	−0.3(0.010981)	0.3(0.034050)
18	**DNA replication**	**DNApol-alpha180(DNA polymerase 180K)**	−1.0(0.000363)	–	–	0.4(0.013874)
19	Src kinase homolog	Src64B(Src oncogene at 64B)	−1.0(0.000013)	−1.0(0.000508)	–	–
20	3′-5′ exonuclease (predicted)	WRNexo(CG7670)	−0.9(3.0e-008)	−0.8(0.000117)	−0.3(0.021623)	–
21	**DNA replication**	**Mcm5(Minichromosome maintenance 5)**	−0.9(1.3e-009)	−0.5(0.000126)	–	0.3(0.014684)
22	nuclease (predicted)	mms4(CG12936)	−0.9(0.000052)	−0.6(0.008131)	–	0.4(0.032641)
23	**helicase, DNA replication**	**Psf2(Psf2)**	−0.9(0.000008)	–	–	–
24	**DNA replication**	**CDC45L(Transcription unit D)**	−0.8(2.6e-007)	−0.4(0.009211)	−0.3(0.038574)	0.4(0.005622)
25	microtubule binding, chromosome segregation	Klp3A(Kinesin-Like-Protein-at-3A)	−0.8(2.6e-007)	−0.5(0.000180)	−0.3(0.047748)	–
26	meiotic recombination	trem(CG4413)	−0.8(0.000137)	–	–	–
27	*DNA repair*	*mu2(mutator 2)*	−0.8(0.000018)	−0.6(0.000528)	–	0.4(0.012942)
28	mitotic spindle, transcription	mip130(Myb-interacting protein 130)	−0.8(0.000015)	–	–	−0.3(0.019180)
29	cell cycle regulation, cell death, transcription	E2f2(E2F transcription factor 2)	−0.8(0.000006)	−0.5(0.000132)	–	–
30	Ubiquitin ligase (predicted)	ago(archipelago)	−0.7(8.1e-007)	−0.5(0.000194)	−0.2(0.045051)	–
31	checkpoint	grp(grapes)	−0.7(2.7e-007)	−0.5(0.000245)	−0.7(0.046548)	–
32	**DNA replication**	**geminin(geminin)**	−0.7(2.1e-007)	−0.5(0.000010)	–	–
33	cell cycle regulation	pim(pimples)	−0.7(1.1e-007)	−0.7(0.000002)	–	–
34	*DNA mismatch repair*	*Mlh1(Mlh1)*	−0.7(0.001590)	−0.4(0.033836)	–	–
35	*DNA repair (predicted)*	*Fen1(Flap endonuclease 1)*	−0.7(0.000075)	−0.3(0.021554)	–	–
36	**DNA replication**	**Orc5(lethal(2)34Df)**	−0.7(0.000057)	−0.4(0.029409)	–	–
37	**DNA replication**	**Gnf1(germline transcription factor)**	−0.7(0.000003)	−0.3(0.023688)	–	0.2(0.048634)
38	**DNA replication**	**Mcm6(Minichromosome maintenance 6)**	−0.7(0.000001)	−0.5(0.000029)	–	–
39	**DNA replication**	**mus209(proliferating cell nuclear antigen)**	−0.6(9.9e-007)	–	–	0.5(0.000024)
40	DNA binding, segment specification	crm(swollen-antenna)	−0.6(0.013153)	−0.9(0.000257)	–	–
41	DNA transposition (predicted)	CG4570(–)	−0.6(0.002225)	–	–	–
42	transcription regulation	mip120(Myb-interacting protein 120)	−0.6(0.000151)	−0.8(0.000041)	–	−0.3(0.009726)
43	*DNA repair*	*Mms19(Mms19)*	−0.6(0.000027)	–	–	–
44	microtubule organization	CG8142(–)	−0.6(0.000023)	–	–	0.3(0.001450)
45	microtubule binding, chromosome segregation	nod(no distributive disjunction)	−0.5(0.000143)	−0.6(0.000073)	–	–
46	**DNA replication**	**Mcm7(Minichromosome maintenance 7)**	−0.5(0.000040)	−0.7(0.000002)	–	–
47	transcription regulation	woc(without children)	−0.4(0.000022)	−0.6(0.000006)	–	–
48	post-embryonic development	vg(vestigial)	−0.3(0.013039)	−1.0(7.9e-009)	–	–
49	**chorion gene amplification**	**chif(chiffon)**	−0.2(0.022017)	−0.8(6.1e-008)	–	–
50	**DNA replication** and *repair*	RnrS(ribonucleoside-diphosphate reductase small subunit)	−1.0(1.00e-10)	−0.8(1.2e-08)	−0.6(0.000188)	0.4(0.000186)
51	response to hydrogen peroxide	Cat(catalase)	–	−0.7(0.000090)	–	−0.3(0.029640)
52	transcription initiation	Ssl1(Ssl1)	–	−0.8(7.8e-007)	–	–

The values shown are log_2_. The cut-off values were 1.5 fold or more (log_2_ of 0.585 or greater) with p<0.005 compared to un-irradiated controls, at 2 hr or 18 hr after irradiation or both. ‘–’ = the gene was not significantly induced with respect to neither p-value or fold change. p-value of 0 means p<1e-10. y = *yw* control; p = *p53* mutants, ‘−’ = −IR (0 R); ‘+’ = +IR (4000 R); 2 = 2 hr after irradiation, 18 = 18 hr after irradiation. If there is data for more than one probe set is available for a gene, the set with the best p value was considered.

### Gene expression changes in irradiated p53 mutants

As described in a preceding section, Table S1 lists all genes that show a ±1.5-fold or greater change (p<0.005) between ANY −IR/+IR sample pair at 2 or 18 hr post irradiation, in *yw* or *p53* discs. Using these criteria, the numbers of genes that show altered expression after irradiation in *yw* discs were 1257 and 1315 respectively at 2 and 18 hr after IR (Figure S4). 

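Genes changed in yw discs span several groups besides DNA repair and replication. At 2 hr, Gbs-70E, a regulatory subunit of protein phosphatase 1, fell by a log2 change of -3.14 (standard error 0.50, adjusted p = 0.0042), bora, an activator of Aurora A kinase, by -2.34 (standard error 0.26, adjusted p = 6.9e-04), and the receptor phosphatase gene Ptp99A by -2.27 (standard error 0.40, adjusted p = 0.007). At 18 hr, ImpL2, which binds insulin-like peptides, rose by 2.03 (standard error 0.23, adjusted p = 7.3e-04) and ana, a secreted glycoprotein of glia, fell by 3.92 (standard error 0.67, adjusted p = 0.0053).
At 1.5-fold and p under 0.005, 1060 genes changed at 2 hr and 1114 at 18 hr. With only the 4 arrays of each comparison in the fit the counts were 441 and 401, and with a trend and robust weights the count at 2 hr was 653. At an adjusted p under 0.05, 1901 and 1995 genes passed.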

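Genes that rose in irradiated p53 discs include the DNA end-binding genes Ku80 and Irbp. Ku80 rose by a log2 change of 1.18 (standard error 0.13, adjusted p = 0.019) at 2 hr and 1.11 (standard error 0.13, adjusted p = 0.018) at 18 hr, CG12868 by 1.37 (standard error 0.17, adjusted p = 0.023) and 1.65 (standard error 0.17, adjusted p = 0.0094), and Irbp by 1.13 (standard error 0.13, adjusted p = 0.019) at 2 hr. CycE, the cyclin that starts S phase, fell by 0.94 (standard error 0.08, adjusted p = 0.0023) at 2 hr and rose by 0.76 (standard error 0.08, adjusted p = 0.0094) at 18 hr. Eip78C, an ecdysone-induced nuclear receptor gene, fell by 1.63 (standard error 0.20, adjusted p = 0.018) at 18 hr. Without irradiation, its log2 change from p2− to p18− was 1.05, and both values use the arrays of p18−. A fall after IR and a rise with age that irradiated discs lack were not told apart.
Without irradiation, p18− against p2− gave 15 genes and y18− against y2− 10 at 1.5-fold and p under 0.005, while chance gives 61.6 at p under 0.005 alone. At 1.5-fold and p under 0.005, 110 genes changed after IR in p53 discs at 2 hr and 118 at 18 hr. The first count was 49 without p2− replicate 1, 280 without p2− replicate 2 and 51 without p2+ replicate 1, and the second was 76 without p18− replicate 1. With Cyber-T the counts were 243 and 210, with only the arrays of each comparison 21 and 21, and with a trend and robust weights 31 and 55. At an adjusted p under 0.05, 26 and 51 genes passed. The 26 became 243 without p2− replicate 1, 492 without p2− replicate 2, 133 without p2+ replicate 1 and 167 without p2+ replicate 2, 15 without either array of y2− and 14 without either of y2+, where arrays of yw discs enter only the estimate of spread. The 51 became 114 without p18− replicate 1, 188 without p18− replicate 2, 217 without p18+ replicate 1 and 185 without p18+ replicate 2, and 28 without either array of y2− and 29 without either of y18+. None of the single-gene calls given here held with only the 4 arrays of the comparison, or with a trend and robust weights.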

The corresponding numbers for *p53* mutants were 284 and 229, at 2 and 18 hr respectively. 

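Fewer genes passed the test after IR in p53 than in yw discs, among DNA repair genes as over all genes. Of 37 measured DNA repair genes, 2 rose and 0 fell in p53 discs at 2 hr (8 and 0 when adjusted over the list alone), and 3 rose and 0 fell at 18 hr (10 and 0 when adjusted over the list alone), where limma gave 11 and 12 higher and 0 lower at an unadjusted p under 0.05 and Cyber-T 4 and 6 higher and 0 lower. The lists had a camera adjusted p = 8.2e-08 and 7.5e-13, and adjusted p = 0.27 and 0.14 with an estimated correlation. The difference between the genotypes passed the test for 15 repair genes with a smaller and 4 with a larger log2 change in p53 discs at 2 hr (17 and 8 when adjusted over the list alone), and for 12 and 2 at 18 hr (16 and 5 when adjusted over the list alone).
The number of genes past 1.5-fold and p under 0.005 was 9.64 times as high in yw as in p53 discs at 2 hr and 9.44 times as high at 18 hr. With Cyber-T these ratios were 4.77 and 5.75, with only the arrays of each comparison 21 and 19.1, and with a trend and robust weights 21.1 and 13.6.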

In other words, loss of p53 results in ∼5-fold reduction in the number of genes that respond to IR. In addition, even for genes whose expression changed significantly in *p53* mutants, nearly all show a dampened response compared to *yw* controls (e.g. RnrL and Corp in Table 2). 

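Corp rose in p53 discs at 18 hr by a log2 change of 0.67 (adjusted p = 0.031), a call lost at adjusted p = 0.061 to 0.065 without p18− replicate 2 or p18+ replicate 1. The difference in response between the genotypes, p53 minus yw, was -4.33 (standard error 0.13, adjusted p = 7.4e-07) at 18 hr. At 2 hr it was -6.07 (standard error 0.13, adjusted p = 2.7e-07). RnrL rose in yw discs by 0.96 (standard error 0.10, adjusted p = 5.1e-04) at 2 hr and 0.75 (standard error 0.10, adjusted p = 0.0017) at 18 hr. Its log2 changes in p53 discs were -0.07 (adjusted p = 1) and 0.58 (adjusted p = 0.083), and the difference at 2 hr was -1.03 (standard error 0.14, adjusted p = 0.005). In p53 discs agt rose by 1.98 (standard error 0.20, adjusted p = 0.0094) at 18 hr, a difference from yw discs of -1.64 (standard error 0.28, adjusted p = 0.015).
Of 110 genes changed in p53 discs at 2 hr, 82 had the same direction in yw discs and 40 a smaller change than in yw discs in that direction. Of 118 genes changed at 18 hr, 92 had the same direction and 66 a smaller change. Over both times these are 106 of 228 (46.5%), against 20 of 42 (47.6%) with only the arrays of each comparison in the fit, 59 of 86 (68.6%) with a trend and robust weights, 151 of 453 (33.3%) with Cyber-T and 109 of 401 (27.2%) without p2− replicate 2. The genes were picked by their change in p53 discs, which by itself enlarges that change. The difference between the genotypes passed an adjusted p under 0.05 for 50 of the 110 and 67 of the 118. The 110 and 118 include 80 genes that passed in p53 discs only. Of the 23 genes past the threshold in all 4 comparisons, 22 were higher in each. All of these 22 had a smaller change in p53 than in yw discs at both times. The 23 were picked for passing in both genotypes.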

Interestingly, the dependency on p53 is not limited to genes that are induced by IR; several genes that show absent or dampened response in *p53* mutants are genes that are repressed by IR in *yw* discs. 

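For several genes that fell in yw discs, the response to IR in p53 discs was above that in yw discs. For the mitotic cyclin gene CycB3 the log2 change at 2 hr was -1.23 (standard error 0.10, adjusted p = 1.3e-04) in yw discs, and the response in p53 discs differed by 1.22 (standard error 0.14, adjusted p = 0.0022). For Rbf2, a retinoblastoma family gene, these values were -1.22 (standard error 0.12, adjusted p = 3.1e-04) and 1.11 (standard error 0.17, adjusted p = 0.007). Cdk2 fell in yw discs at 18 hr by a log2 change of -1.19 (standard error 0.10, adjusted p = 1.6e-04) and differed by 1.22 (standard error 0.14, adjusted p = 0.0031).
The 589 genes that fell at least 1.5-fold in yw discs at 2 hr had a median log2 change of -0.83 in yw and -0.07 in p53 discs, and for 326 of them the fall was smaller in p53 discs at an adjusted p under 0.05. For the 552 genes that fell at 18 hr, the medians were -0.88 and -0.07, and 279 had a smaller fall in p53 discs. The genes were picked for their fall in yw discs, which by itself draws the medians apart.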

We note in particular genes in the ‘DNA damage response’ category that are repressed by IR in *yw* discs. These are not repressed to the same degree in *p53* mutant discs (Table 3). Specifically, most DNA replication genes described in the preceding section are repressed in *p53* mutants but to a lesser degree. This suggests the existence of a p53-dependent mechanism to repress DNA replication genes after irradiation as well as a weaker p53-independent mechanism. Similarly, genes induced in *yw* discs are either not induced or induced to a lesser degree in *p53* mutants. These data likewise suggest the existence of p53-dependent and p53-indepedent mechanisms that cooperate to activate DNA repair, cell death and other genes after irradiation. In addition, genes that function in wing disc development show expression changes in *yw* discs but are notably absent in *p53* (Figure S4). This is in agreement with a recent report that another function of *p53* is to delay development in response to IR in larvae, thereby coordinating cellular responses with the developmental program [19].

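For 27 of 44 measured repressed genes of Table 3, the response to IR at 2 hr was higher in p53 than in yw discs. The log2 difference, p53 minus yw, was 1.47 (standard error 0.24, adjusted p = 0.0097) for RecQ4 and 0.87 (standard error 0.14, adjusted p = 0.0097) for the chromatin regulator gene mip130 at 2 hr. At 18 hr, it was 1.00 (standard error 0.15, adjusted p = 0.0086) for the exonuclease gene WRNexo.
Of the 44 measured repressed genes of Table 3, none passed the test with limma in p53 discs at 2 or 18 hr. At an unadjusted p under 0.05, 18 were lower and 0 higher at 2 hr, and 3 lower and 13 higher at 18 hr, while Cyber-T called 0 at 2 hr and 3 higher at 18 hr. Their median log2 change in p53 discs was -0.18 at 2 hr and 0.18 at 18 hr. The fall was smaller than in yw discs for 43 of the 44 at 2 hr, with a difference past an adjusted p under 0.05 for 27, and for 15 of them at 18 hr. The study picked these genes for their fall in yw discs, so the comparison is not independent evidence.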

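At 2 hr, the response of Cdc6 in p53 discs lay above that in yw discs by a log2 difference of 1.42 (standard error 0.23, adjusted p = 0.0097), that of DNApol-alpha73 by 1.40 (standard error 0.26, adjusted p = 0.017), that of Psf2 by 1.06 (standard error 0.18, adjusted p = 0.013) and that of Orc5 by 0.58 (standard error 0.10, adjusted p = 0.013). At 18 hr the differences were 0.82 (standard error 0.13, adjusted p = 0.011) for Mcm3 and 0.66 (standard error 0.11, adjusted p = 0.013) for Mcm6. In p53 discs at 2 hr the log2 changes were -0.32 (adjusted p = 0.31) for Mcm3, -0.26 (adjusted p = 0.57) for Mcm5, -0.49 (adjusted p = 0.49) for Pole2 and -0.41 (adjusted p = 0.42) for DNApol-epsilon, and none of these passed the test.
Of the 19 measured replication genes of Table 3, 0 fell and 0 rose in p53 discs with limma at either time. Their median log2 change was -0.26 at 2 hr, with 10 lower and 0 higher at an unadjusted p under 0.05 and 0 called by Cyber-T, and 0.27 at 18 hr, with 8 higher and 0 lower at an unadjusted p under 0.05 and 3 called higher by Cyber-T. All 19 had a smaller fall in p53 than in yw discs at 2 hr, and the difference passed the test for 12. Of the 35 genes of the replication list, the response in p53 discs was above that in yw discs for 14 and below it for 2 at 2 hr (21 and 3 when adjusted over the list alone; camera, adjusted p = 1.2e-04, and adjusted p = 0.64 with an estimated correlation), and for 8 and 0 at 18 hr (20 and 1 when adjusted over the list alone; camera, adjusted p = 5.1e-09, and adjusted p = 0.26 with an estimated correlation). From the weaker repression in p53 discs, the paper proposes a p53-dependent mechanism that represses replication genes and a weaker one that does not need p53.

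**Figure D1:**
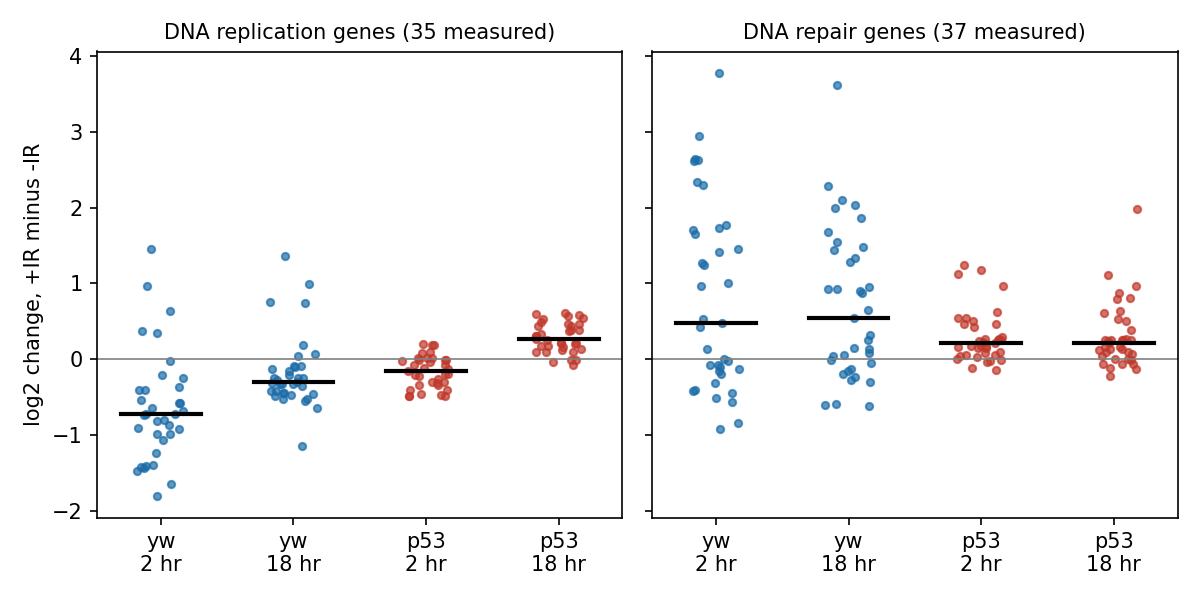
Log2 change after irradiation (+IR minus −IR) of the 35 measured genes of the replication list and the 37 of the DNA repair list in yw discs (blue) and p53 discs (red) at 2 and 18 hr, with 1 point per gene and a black bar at the median. The median of the replication genes is -0.72, -0.30, -0.15 and 0.27 from left to right, and that of the repair genes 0.48, 0.55, 0.22 and 0.22.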

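Of 284 genes induced in yw discs at 2 hr, 247 responded less in p53 discs. The log2 difference at 2 hr, p53 minus yw, was -1.88 (standard error 0.16, adjusted p = 5.4e-04) for rad50, -2.18 (standard error 0.22, adjusted p = 0.0012) for mus205, -1.60 (standard error 0.10, adjusted p = 1.2e-04) for mus210 and -1.77 (standard error 0.19, adjusted p = 0.0016) for Ku80. In the JNK pathway it was -2.39 (standard error 0.16, adjusted p = 1.8e-04) for puc and -1.68 (standard error 0.17, adjusted p = 0.0012) for Jra, and among cell death genes -1.39 (standard error 0.11, adjusted p = 4.6e-04) for Nedd2-like caspase and -1.42 (standard error 0.22, adjusted p = 0.008) for Ark. At 18 hr it was -1.39 (standard error 0.16, adjusted p = 0.0027) for rad50 and -0.67 (standard error 0.11, adjusted p = 0.014) for Nedd2-like caspase.
The 284 genes induced in yw discs at 2 hr had a median log2 change of 1.77 in yw and 0.18 in p53 discs, and the difference for the 247 passed an adjusted p under 0.05. The medians for the 318 genes induced at 18 hr were 1.87 and 0.28, and 245 responded less. The genes were picked by their rise in yw discs, which by itself draws the medians apart. Of 33 measured induced genes of Table 3, which are not independent evidence either, 26 responded less at 2 hr and 13 at 18 hr, and in p53 discs 2 rose at 2 hr and 3 at 18 hr. At an unadjusted p under 0.05, 11 were higher and 1 lower in p53 discs at 2 hr and 18 and 0 at 18 hr, Cyber-T called 5 and 11 higher and 0 lower, and the log2 change was above 0 for 21 and 30 of the 33.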

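Wing disc genes fell in yw discs at 18 hr. The patterning genes Dll and ara fell by log2 changes of -2.06 (standard error 0.24, adjusted p = 8.6e-04) and -1.68 (standard error 0.24, adjusted p = 0.0021), the proneural gene sc by -2.05 (standard error 0.26, adjusted p = 0.0013), and the wing selector gene vg by -0.97 (standard error 0.09, adjusted p = 1.8e-04). In the same comparison, the 18 detected of 24 muscle markers had a median log2 change of 0.96, and 1 of the 24 passed in limma. The response in p53 discs was above that in yw discs by 1.00 (standard error 0.12, adjusted p = 0.0033) for vg and 1.60 (standard error 0.23, adjusted p = 0.0072) for the proneural gene ac. At 2 hr, ac fell in yw discs by a log2 change of -1.47 (standard error 0.16, adjusted p = 6.8e-04) and the leucine-rich repeat gene kek1 rose by 1.59 (standard error 0.19, adjusted p = 0.0011).
Of 37 measured wing disc genes, 25 fell and 1 rose in yw discs at 18 hr (27 and 2 when adjusted over the list alone; camera, adjusted p = 1.9e-11, and adjusted p = 0.14 with an estimated correlation), and 16 fell and 2 rose at 2 hr (23 and 2 when adjusted over the list alone; camera, adjusted p = 8.7e-07, and adjusted p = 0.27 with an estimated correlation). In p53 discs 1 fell and 0 rose at 2 hr (2 and 0 when adjusted over the list alone; limma, with 13 lower and 2 higher at an unadjusted p under 0.05, and 1 lower with Cyber-T), and none changed at 18 hr (0 when adjusted over the list alone; 5 lower at an unadjusted p under 0.05, 2 with Cyber-T). Their median log2 changes in p53 discs were -0.21 and -0.17 (camera, adjusted p = 4.7e-10 and 5.3e-04, and adjusted p = 0.27 and 0.5 with an estimated correlation). The difference between the genotypes passed the test for 3 genes above and 2 below 0 at 2 hr (4 and 2 when adjusted over the list alone; camera, adjusted p = 0.12), and for 10 and 0 at 18 hr (21 and 0 when adjusted over the list alone; camera, adjusted p = 1.6e-09, and adjusted p = 0.22 with an estimated correlation).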

### Candidates for regulators of p53-independent apoptosis

Generally speaking, p53-dependent mechanisms that respond to DNA damage are better characterized than p53-independent mechanisms. In order to better understand p53-independent mechanisms, we identified genes that show a response profile similar to that of Drosophila pro-apoptotic Smac/DIABLO orthologs. At 2 hr after irradiation, *rpr*, *hid* and *skl*, are induced in *yw* discs but are either not induced or induced to a lesser degree in *p53* mutant discs (Table 2, bold). 

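The level of skl in p53 discs at 2 hr was at the floor of the arrays, at 2.24 ± 0.00 (mean ± SD of log2 values, n = 2) in p2− and 2.24 ± 0.00 in p2+. Its log2 change was 0.00 (standard error 0.13, adjusted p = 1), and the difference from yw discs was -2.56 (standard error 0.19, adjusted p = 2.7e-04).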

At this time point, *yw* discs are about to undergo apoptosis but *p53* mutant discs are not. At 18 hr after irradiation, when p53-independent apoptosis occurs, these genes are induced in *p53* mutants relative either to age-matched non-irradiated controls (p18− vs. p18+ in Table 2) or to *p53* mutants at 2 hr after irradiation (p2+ vs. p18+ in Table 2). Therefore, we identified genes whose expression in *p53* mutants (1) increased significantly at 18 hr after irradiation compared to un-irradiated *p53* mutants, and (2) showed a significant increase in IR+18 hr *p53* mutant compared to IR+2 hr *p53* mutant (≥1.5-fold, p<0.005; arrows in Figure 1A). 

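At 18 hr in p53 discs, skl read 2.24 ± 0.00 (mean ± SD of log2 values, n = 2) in p18− and 2.48 ± 0.04 in p18+. Its log2 change against p18− was 0.24 (standard error 0.13, adjusted p = 0.96) and against p2+ 0.24 (standard error 0.13, adjusted p = 0.67), neither of which passed the test. The standard error pools all 8 groups and exceeds the SD of p18− and of p18+. Both results thus rest in part on the wider spread of y2+, outside these comparisons.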

Of ∼13,000 genes analyzed, 87 fulfilled these criteria (Table S4). None of these were induced in 18 hr-IR samples compared to 2 hr-IR samples using similar cut-offs; that is, induction in 18 hr+IR samples relative to 2 hr+IR samples is not due to aging of larvae. 

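Genes that were higher in p18+ than in both p18− and p2+ include spn-E, with log2 changes of 2.31 (standard error 0.27, adjusted p = 0.018) and 1.96 (standard error 0.27, adjusted p = 0.03), the latter lost at adjusted p = 0.057 without p2+ replicate 2, and the synaptic gene Snap25, with 1.59 (standard error 0.17, adjusted p = 0.0098) and 1.19 (standard error 0.17, adjusted p = 0.03), the latter lost at adjusted p = 0.052 to 0.06 without p18+ replicate 2 or p2+ replicate 2. CycE rose against p2+ by 1.53 (standard error 0.08, adjusted p = 2.2e-04), and the septin gene Sep4 by 0.82 (standard error 0.08, adjusted p = 0.0094) against p18− and 0.85 (standard error 0.08, adjusted p = 0.0086) against p2+. CG10581 and CG8192 rose against p2+ by 2.42 (standard error 0.19, adjusted p = 0.0031) and 2.42 (standard error 0.24, adjusted p = 0.011).
At 1.5-fold and p under 0.005, 108 genes were higher in p18+ than in p18− and 141 than in p2+, and 52 passed both. Of these 52, 18 had an adjusted p under 0.05 in both comparisons. Independent lists of these sizes share 1.24 genes, and 20 simulations with unchanged groups, in which both comparisons also use the p18+ arrays, gave a mean of 0.5 and at most 2. No gene changes in these simulations, so they do not measure how far the shared p18+ arrays enlarge an overlap of longer lists. Part of the excess over 1.24 may come from the shared p18+ arrays. The count was 31 without p18− replicate 1 and 89 without p18+ replicate 1, 81 with Cyber-T, 22 with only the 6 arrays involved in the fit, and 19 with a trend and robust weights. The median log2 change of the 52 was 1.13 against p18− and 1.15 against p2+.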

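Of the 52 genes, Gadd45 was the single one also higher in p18− than in p2− at 1.5-fold and p under 0.005, with a log2 change of 0.81 (standard error 0.15, adjusted p = 0.33). The median log2 change of the 52 from p2− to p18− was 0.04. Over all genes, 14 were higher in p18− than in p2− at these thresholds. Of the 75 genes of Table S4 measured here, which the study picked from these arrays, none passed an adjusted p under 0.05 from p2− to p18− with limma. At an unadjusted p under 0.05, 6 were higher and 3 lower, and Cyber-T called 0.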

Of the 87 genes, 7 genes were also induced by IR at 2 hr after irradiation in *p53* mutants (p2+ vs. p2−, ≥1.5-fold, p<0.005, in bold in Table S4). 

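Of the 52 genes, 4 were also induced in p53 discs at 2 hr at 1.5-fold and p under 0.005. They were Gadd45, with a log2 change of 1.27 (standard error 0.15, adjusted p = 0.02) at 2 hr, agt, with 1.24 (standard error 0.20, adjusted p = 0.077), CG10916, with 1.10 (standard error 0.19, adjusted p = 0.085), and CG15784, with 0.91 (standard error 0.23, adjusted p = 0.24). Of these 4, Gadd45 passed an adjusted p under 0.05.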

The level of induction, however, was less than that at 18 hr+IR such that p18+IR level was significantly higher than p2+IR level (fulfilling criteria #2). We reasoned that these genes may be induced in a p53-independent manner at 2 hr after irradiation but their levels climbed higher at longer times, and thus could contribute to the delayed apoptotic response.

**Figure 1:**
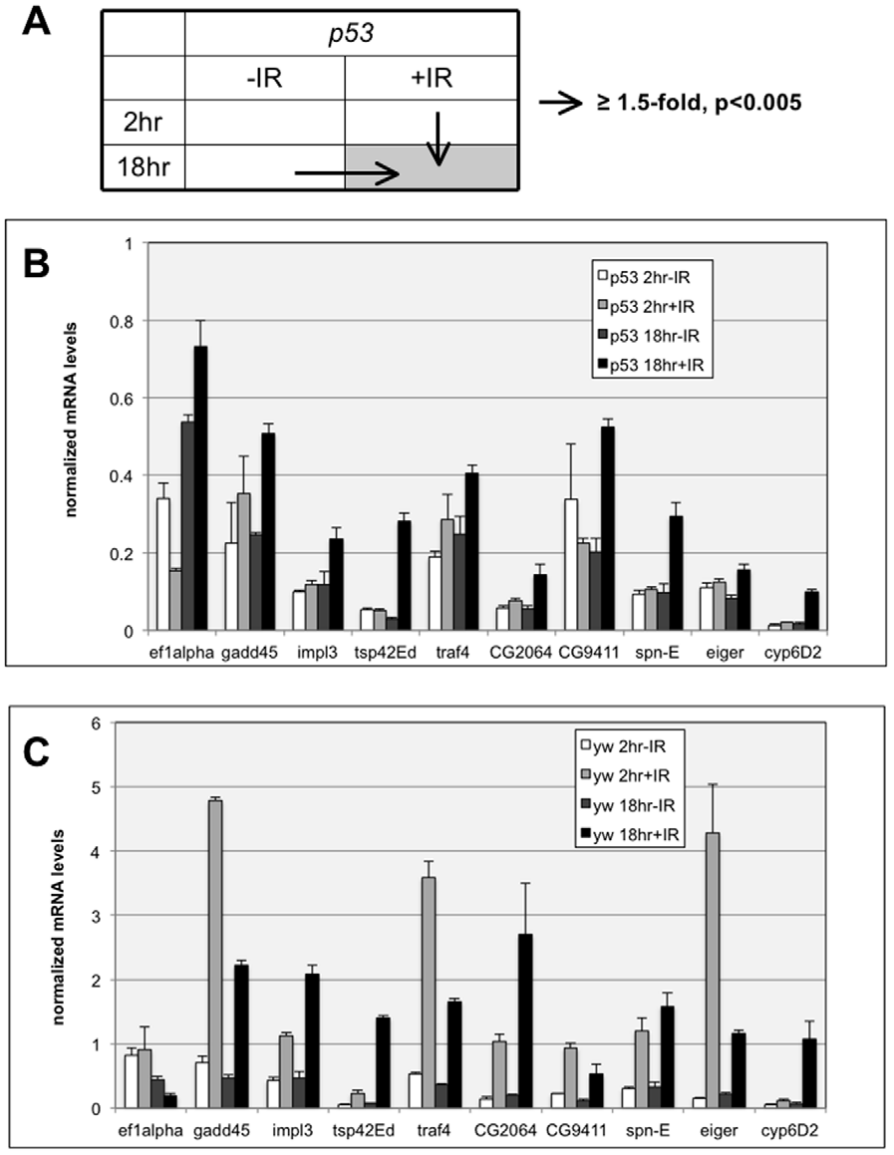
Validation by quantitative RT-PCR of 10 candidate genes identified in microarray analysis. Total RNA was isolated from wing imaginal discs of third instar larvae at 2 or 18 hr after exposure to 0 or 4000R of X-rays. RNA was reverse-transcribed into cDNA and subjected for quantitative RT-PCR analysis as described in Methods. a-tubulin levels were used to normalize the graphs. Error bar = 1 STD. (A) A schematic representation of data comparisons used to select candidates for validation. The gray box denotes the time at which apoptosis becomes detectable in *p53* mutants. (B) Q-RT-PCR results in *p53* mutant wing imaginal discs (B) Q-RT-PCR results in wild type (*yw*) wing imaginal discs.

### Confirmation of gene expression changes by Q-RT-PCR

Nine genes from Table S4 (italicized) were selected for further analysis (Table 4). These span the whole range of fold-inductions and p-values seen at 18 hr in *p53* mutants. In addition, *eiger* was chosen as the 10^th^ gene to confirm by Q-RT-PCR. *eiger* was significantly induced at 18 hr after irradiation (p18+ samples) compared to age-matched un-irradiated controls (p18- samples), but not compared to 2 hr+IR samples. 

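Eiger (egr) has 2 probe sets that differ in p53 discs. The one with the smallest p over all comparisons, which stands for the gene here, stayed at the floor, at 2.22 ± 0.00 (mean ± SD of log2 values, n = 2) in p18− and 2.23 ± 0.01 in p18+, a log2 change of 0.01 (standard error 0.04, adjusted p = 1). The other, which has the higher mean over all arrays (6.91 against 3.11), rose from p18− to p18+ by a log2 change of 1.27 (standard error 0.17, adjusted p = 0.025). From p2+ to p18+ the log2 change was -0.04 (standard error 0.04, adjusted p = 1) for the first and 0.70 (standard error 0.17, adjusted p = 0.13) for the other.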

There are two reasons behind our interest in *eiger*, which encodes a TNF superfamily ligand that activates the Drosophila JNK pathway. First, Eiger and JNK were shown previously to positively modulate p53-independent apoptosis [9]. Second, we found two other mediators of JNK signaling, Traf4 and GADD45, were induced at 18 hr in irradiated *p53* discs. 

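The JNK mediators Traf4 and Gadd45 were raised in irradiated p53 discs at 18 hr. Traf4 rose by a log2 change of 0.99 (standard error 0.09, adjusted p = 0.0094) and Gadd45 by 1.58 (standard error 0.15, adjusted p = 0.0094). Traf4 read 7.80 ± 0.11 (mean ± SD of log2 values, n = 2) in p18+ and 6.81 ± 0.18 in p18−, and Gadd45 read 6.94 ± 0.11 and 5.36 ± 0.06. The difference in response from yw discs, p53 minus yw, was -1.41 (standard error 0.13, adjusted p = 8.9e-04) for Traf4 and -1.45 (standard error 0.21, adjusted p = 0.0078) for Gadd45. Both calls at 18 hr were lost in limma with only the 4 arrays of the comparison or with a trend and robust weights.
Of 20 measured JNK pathway genes, these 2 rose and 0 fell by the probe set that stands for each gene, which for egr is the one at the floor (2 and 0 when adjusted over the list alone; limma, with 3 higher and 0 lower at an unadjusted p under 0.05, and 2 and 0 with Cyber-T). Camera gave an adjusted p = 0.023, and adjusted p = 0.27 with an estimated correlation.

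**Figure D2:**
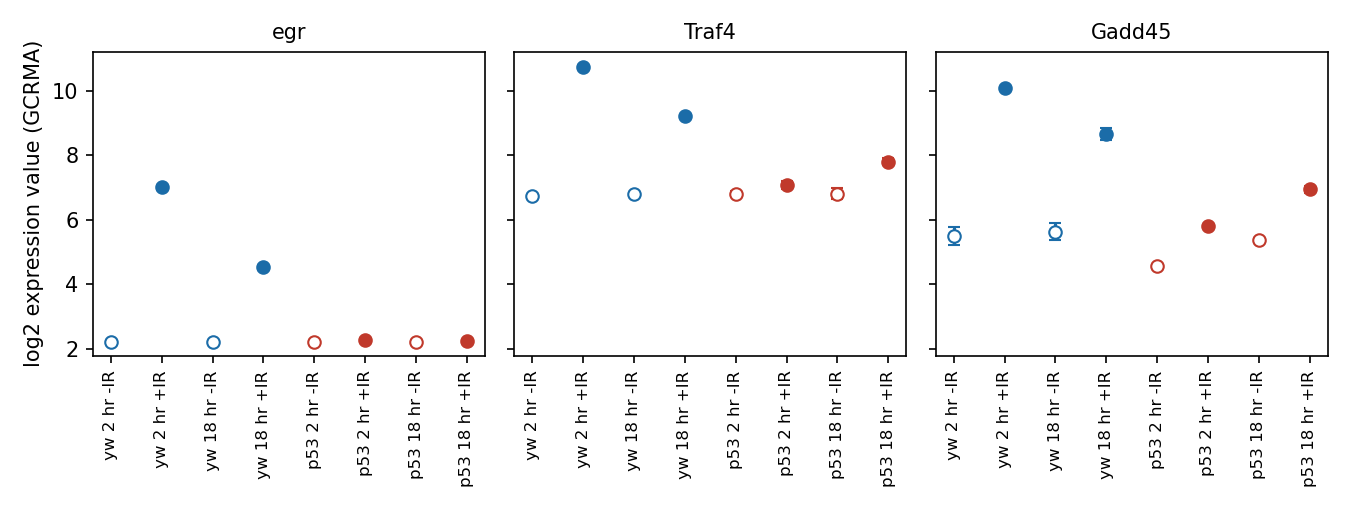
Log2 expression value (GCRMA) of egr, Traf4 and Gadd45 in the 8 groups, as the mean of 2 arrays with error bars of 1 SD, with open symbols for −IR, filled symbols for +IR, blue for yw and red for p53. Traf4 lies at 7.80 in p18+ and 6.81 in p18−, Gadd45 at 6.94 and 5.36, and the plotted probe set of egr at 2.23 and 2.22, while the other probe set of egr, not plotted, rose by 1.27 (adjusted p = 0.025).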

Traf4 encodes Drosophila TNF Receptor Associated Factor 1, which is required for JNK signaling [21]. GADD45 homologs in mammals mediate JNK activation in response to stress [22], and Drosophila GADD45 shows genetic interaction with JNK pathway components in egg development [23]. Because of apparent relevance of JNK pathway to p53-independent apoptosis, we included *eiger* among candidates to confirm by Q-RT-PCR. We find that Q-RT-PCR confirmed the profile of expression changes after irradiation in p53 mutants seen in microarray-based analysis for all ten candidates (Figure 1B), although fold-change may differ between microarray and Q-RT-PCR for some genes. Specifically, for each gene, transcript levels in 18 hr+IR samples were significantly higher than in 18 hr−IR or 2 hr+IR samples in Q-RT-PCR analysis, which is in agreement with the microarray data. The transcript level changes for corresponding samples in *yw* discs also are in agreement with microarray results (Figure 1C, Table 4).

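In yw discs, 8 of 9 measured candidate genes of Table 4 rose at each time. Genes with large rises at 18 hr include Tsp42Ed, a membrane protein of the tetraspanin family, with 6.18 (standard error 0.69, adjusted p = 6.9e-04) and 3.42 (adjusted p = 0.014) at 2 hr, the latter lost at adjusted p = 0.063 to 0.065 without y2− replicate 1, y2− replicate 2 or y2+ replicate 2, and CG2064, with 4.76 (standard error 0.27, adjusted p = 1.7e-05) and 3.76 (standard error 0.27, adjusted p = 6.0e-05). CG9411 rose by 3.60 (standard error 0.46, adjusted p = 0.0013) at 18 hr. Cyp6d2 had a log2 change of 1.84 (adjusted p = 0.021) at 2 hr, lost at adjusted p = 0.073 to 0.13 without y2− replicate 1, y2− replicate 2 or y2+ replicate 2.
Of the 10 genes, 9 were measured here, and 8 rose in yw discs at each time, with a median log2 change of 3.42 at 2 hr and 3.53 at 18 hr over the 9. In p53 discs at 18 hr, 4 rose, with a median of 1.88, and 3 rose from p2+ to p18+, with a median of 1.78. At an unadjusted p under 0.05 these counts were 7 and 8, and with Cyber-T 8 and 8, with none lower. For egr they use the probe set at the floor, while its other probe set rose from p18− to p18+ by 1.27 (limma, adjusted p = 0.025). The genes were chosen from these arrays and are not independent evidence of direction. The Q-RT-PCR values and ImpL3 are not analysed here.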

**Table 4:** Ten candidate genes for confirmation by Q-RT-PCR.

	Additional information (Flybase)	Gene	fold change (p value)				
			y2− vs y2+	y18− vs y18+	p2− vs p2+	p18− vs p18+	p2+ vs p18+
1	translation elongation	Ef1alpha100E(elongation factor 1-alpha F2)	–	–	−2.0(4.8e-007)	1.2(3.0e-008)	3.0(1.0e-011)
2	unknown function	Tsp42Ed(tetraspanin 42E)	3.4(7.0e-009)	6.2(0)	–	2.8(4.5e-007)	2.8(4.5e-007)
3	electron carrier, oxidation-reduction	Cyp6d2(Cyp6d2)	1.8(0.000032)	5.9(7.0e-015)	–	2.2(0.000001)	2.1(0.000004)
4	RNA helicase	spn-E(Spindle-E (homeless))	2.7(1.8e-010)	3.5(2.1e-011)	–	2.3(1.4e-007)	2.0(0.000303)
5	unknown function	CG9411(–)	1.8(0.000017)	3.6(1.2e-008)	–	2.1(2.7e-007)	1.8(0.000003)
6	unknown function	CG2064(–)	3.8(4.8e-014)	4.8(0)	–	1.9(1.0e-009)	1.4(0.000007)
7	L-lactate dehydrogenase (predicted)	ImpL3(lactic DH)	2.0(8.8e-011)	4.1(2.2e-014)	–	1.2(0.000293)	1.2(0.001270)
8	JNK cascade	Gadd45(Gadd45)	4.6(4.4e-016)	3.0(1.0e-010)	1.3(0.000593)	1.6(0.000013)	1.1(0.000288)
9	JNK cascade	egr(Eiger)	5.8(0)	3.7(3.0e-013)	0.3(0.034627)	1.3(0.000399)	0.7(0.012767)
10	JNK cascade	Traf4(TNF Receptor Associated Factor 1)	4.0(0)	2.4(5.2e-012)	–	1.0(0.000003)	0.7(0.000104)

The genes are shown with functional information extracted from Flybase. Expression changes (log2 of fold change) for 5 pair-wise comparisons are also given.‘–’ = the gene was not significantly induced with respect to neither p-value or fold change. p-value of 0 means p<1e-10. y = *yw* control; p = *p53* mutants, ‘−’ = −IR (0 R); ‘+’ = +IR (4000 R); 2 = 2 hr after irradiation, 18 = 18 hr after irradiation. If there is data for more than one probe set is available for a gene, the set with the best p value was considered.

### The role of EF1-a 100E in p53-independent apoptosis

Of the ten candidates whose induction in *p53* mutants was confirmed by Q-RT-PCR, we chose to analyze EF1-a 100E further. EF1-a 100E encodes an essential translation elongation factor and was chosen for three reasons. First, in microarray analysis, it showed the greatest level of induction from 2 hr to 18 hr after irradiation in *p53* discs (8-fold, Table 4, last column). 

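Ef1alpha100E, which encodes a form of translation elongation factor 1 alpha, read 9.69 and 9.44 on the 2 arrays of p18+ and 6.22 and 6.83 on those of p2+. Its log2 change from p2+ to p18+ was 3.04 (standard error 0.96, adjusted p = 0.27), between 2.73 and 3.35 when 1 array was left out. The standard error pools all 8 groups. The arrays of a group lay furthest apart in yw discs at 18 hr, outside this comparison, with 5.40 and 7.80 in y18− and 7.25 and 4.43 in y18+. The call depends on the estimate of spread, with an adjusted p = 2.7e-08 with Cyber-T, which uses only the 4 arrays of the 2 groups, and 0.086 in limma with the probe sets of log2 value of at least 4 on 2 arrays.
Its change from p2+ to p18+ was the largest of the 9 measured genes of Table 4, before that of Tsp42Ed, with 2.80 (standard error 0.69, adjusted p = 0.14). By size of this change, it ranked 10 among 12314 gene entries, after CG9312 with 3.09 (standard error 0.57, adjusted p = 0.062), and none of those above it passed an adjusted p under 0.05 with limma. Among genes past 1.5-fold and p under 0.005 with Cyber-T in both comparisons with p18+, it ranked 2.

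**Figure D3:**
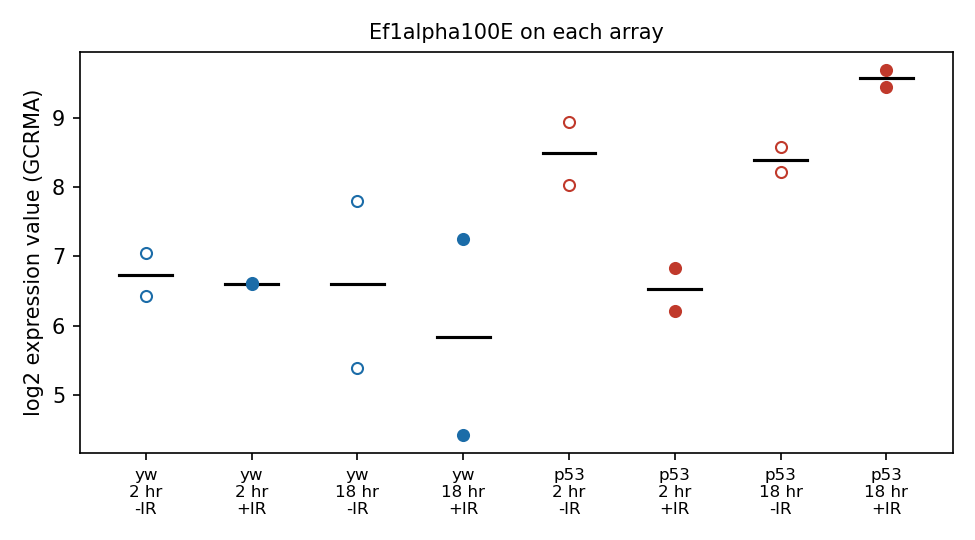
Log2 expression value (GCRMA) of Ef1alpha100E on each of the 16 arrays, with open symbols for −IR, filled symbols for +IR, blue for yw, red for p53 and a black bar at the mean of each group. The 2 arrays of p18+, at 9.69 and 9.44, lie above all others.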

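In p53 discs at 2 hr, Ef1alpha100E read 8.94 and 8.03 on the 2 arrays of p2−, and its log2 change to p2+ was -1.96 (standard error 0.96, adjusted p = 0.57) in limma, with an adjusted p = 3.0e-04 with Cyber-T. Both arrays of p2+ lay below both of p2−, which chance gives for 16.7% of genes with 2 arrays against 2.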

Part of the reason is that EF1-a 100E is actually repressed at 2 hr after IR in p53 mutants. 

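In yw discs, Ef1alpha100E read 7.05 and 6.43 in y2− and 6.62 and 6.60 in y2+, a log2 change of -0.13 (standard error 0.96, adjusted p = 1). At 18 hr it read 5.40 and 7.80 in y18− and 7.25 and 4.43 in y18+, a log2 change of -0.76 (standard error 0.96, adjusted p = 1), smaller than the difference between the 2 arrays of each group.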

In *yw* controls, EF1-a 100E is repressed at both 2 and 18 hr (Table S1), but p values were too high for inclusion in Table 4. Second, a reduction in protein synthesis capacity of the cell has been proposed to target the cell for p53-independent apoptosis ([9] and (reviewed in [24]). Specifically, it was proposed that IR-induced chromosomal breaks result in the loss of loci that encode ribosomal proteins, which are scattered through the genome. Consequent reduction in protein synthesis and growth renders the cell a ‘looser’ relative to neighboring cells. Cell competition is known to induce apoptosis in loser cells [25], [26]. Third, induction of EF1-a expression by IR is conserved in human cells; a previous microarray analysis showed the REPRESSION of both EEF1A1 and EEF1A2, encoding EF1-a homologs, in human fibroblasts at 2 hr after irradiation [27]. This is what we see in *yw* discs at 18 hr after IR and *p53* discs at 2 hr after IR. Thus, we sought to investigate whether the induction of EF1-a we see at 18 hr in p53 mutants has any significance.

EF1-a 100E is an essential gene; null alleles are lethal. Therefore, we asked if a hypomorphic mutation in EF1-a 100E has any consequence on apoptosis, in the presence and absence of p53. To deplete p53 by RNAi, double-stranded RNA against p53 was driven in the posterior (P) compartment of wing disc using *engrailed*-GAL4. Cells in the anterior (A) compartment contain the same transgenes and mutations but do not express GAL4, and therefore serve as control. We find that depletion of p53 by RNAi results in delayed and reduced apoptosis in the P compartment compared to the A compartment (Figure 2 and data not shown). At 24 hr after irradiation, apoptosis in the p53-depleted half is about 50% of controls, in agreement with published data using p53 null mutants [8]. With p53 (RNAi) in the EF1-a 100E mutant background, the two halves have the about the same level of apoptosis and is similar to that of the A compartment in p53^RNAi^ only controls. Thus, reduction of EF1-a 100E levels elevated p53-independent apoptosis. We confirmed these results using trans-heterozygotes of the same allele of EF1-a 100E and a chromosomal deficiency that removes the gene (Figure S5). We conclude that EF1-a 100E normally inhibits p53-independent apoptosis.

**Figure 2:**
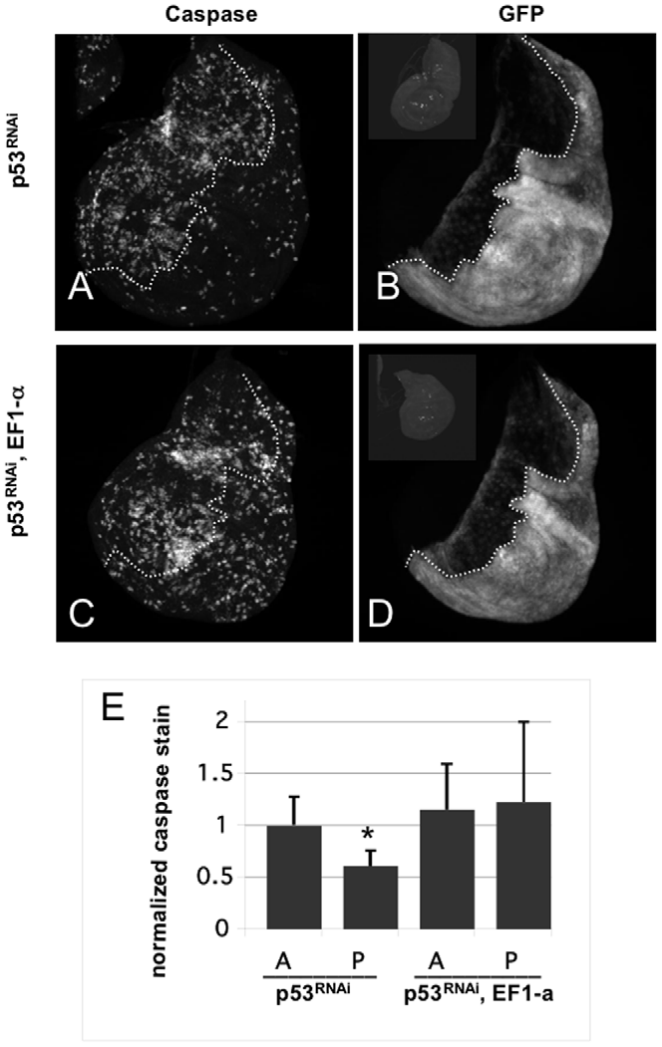
EF1a mutants show elevated levels of IR-induced apoptosis in a p53-depleted background. Wing imaginal discs were dissected from 3^rd^ instar larvae at 24 hr after exposure to 0 (−IR) or 4000R (+IR) of X-rays. Apoptosis was detected by staining with an antibody to active cleaved Caspase 3. GFP boundary is used to mark the boundary between anterior and posterior compartments. *en-GAL4* is active only in the posterior compartment. (A and B) p53^RNAi^ = *en-GAL4>UAS-dsRNA* against p53, *UAS-GFP*. Caspase stain is in (A) and GFP fluorescence is in (B). (C and D) p53^RNAi^, EF1-a = same as in (A) but in homozygous EF1-a mutant background. (Insets in B and D) show unirradiated control discs stained for caspase, to show little or no apoptosis in the absence of irradiation. The insets are shown with increased brightness to make disc outlines discernable. (E) Mean caspase signal in each compartment is quantified and shown normalized to the mean caspase signal of the anterior (A) compartment in p53^RNAi^ discs (the first bar). Caspase signal in the posterior (P) compartment of the same discs are reduced significantly compared to the A compartment (p<0.001, two-tailed t-test). This is expected; the level of p53-independent apoptosis is about half of p53-dependent apoptosis at 24 hr after irradiation [8]. Caspase signal in the A compartment of ‘p53^RNAi^, EF1-a’ discs are not significantly different from the caspase signal in the A compartment of p53^RNAi^ discs (p = 0.29), suggesting that reduction of EF1-a alone did not affect the level of apoptosis when p53 is present. Caspase signal in the A and P compartments of ‘p53^RNAi^, EF1-a’ discs are not significantly different from (p = 0.70). Caspase signal in P compartment of ‘p53^RNAi^, EF1-a’ discs are significantly greater than the signal in the P compartment of p53^RNAi^ discs (p<0.05). The data are from 12 p53^RNAi^ discs and 22 p53^RNAi^, EF1-a discs in two different experiments. Error bar = 1 STD.

## Discussion

We are aware of 4 published studies on genome-wide gene expression changes in response to ionizing radiation (IR) in Drosophila [17], [28], [29], [30]. All used embryos and applied various cut-offs for fold-change and p-values. In the first published study, 17 of ∼13,000 genes were induced 1.7 fold or higher at 15–240 min after exposure to 4000 R of X-rays, translating to 0.1% hit rate [17]. The second study found 105 genes of ∼5500 examined induced at least 2-fold (p<0.05) at 3 hr after exposure to 4000R, translating to a ∼2% hit rate [29]. The third study reports a 1.2–3.0% hit rate using a 1.6-fold cut-off at 90 min after exposure to 4000 R of X-rays in embryos [28]. The fourth study reported only the ‘top 50’ genes, so we could not compute a hit rate [30]. Our hit rate of 2.8% (2-fold or higher induction at p<0.001) is therefore close to what was seen in two previous studies, but could be higher with less stringent cut-offs.

Our hit rate in wing imaginal discs is comparable to what has been reported for irradiated IMR-90 human fibroblasts; 1164/∼41,000 transcripts (2.8%) were induced at 2 hr after exposure to 1 Gy (100R) of g-radiation [27]. Although the radiation doses used are different (4000R vs. 100R), LD50s are also proportionately different in Drosophila larvae and cultured human fibroblasts (4000R vs. 300–400 R) [18], [31]. Gene ontology groups among IR-induced genes in Drosophila larvae (Table 1, this study) and human fibroblasts [27] overlap for the expected groups such as ‘DNA repair’ and ‘apoptosis’, but also include a less-expected group of genes involved in coenzyme biosynthesis/metabolism. This coincidence is good given that different cell types from the same organism can react very differently to ionizing radiation; genome-wide analyses show that genes induced by IR in cultured human embryonic stem cells and cultured human fibroblasts overlap by just two genes [27], [32].

The dataset we report here for *Drosophila* encompasses two time points to address both p53-dependent (early) responses and p53-independent (late) apoptotic responses in response to ionizing radiation. We are not aware of a comparable dataset in the literature to perform a direct comparison. Nonetheless, there are numerous studies on the role of p53 in cellular stress including ionizing radiation. A recent comparison of the datasets on 5 different human cell lines, both malignant and non-malignant, found that even with the same stress agent, the vast majority of changes (>90% of genes) were cell line-specific [33]. For instance, only 54 genes were induced by IR in at least 3 of 5 cell lines in these studies. Nonetheless, we see many parallels to what we find in Drosophila. 

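Genes that fell in yw discs at 2 hr include myd and CG13737, with log2 changes of -2.39 (standard error 0.31, adjusted p = 0.0016) and -2.25 (standard error 0.36, adjusted p = 0.0047), and tum, a regulator of cell division, with -1.14 (standard error 0.08, adjusted p = 5.4e-05). Genes that rose include CG2909 and CG3448, with 4.55 (standard error 0.22, adjusted p = 8.0e-06) and 3.99 (standard error 0.20, adjusted p = 8.9e-06). At 18 hr, CG11041 and CG8620 rose by 5.73 (standard error 0.28, adjusted p = 7.8e-06) and 5.53 (standard error 0.11, adjusted p = 1.5e-08).
At 1.5-fold and p under 0.005, 471 genes were higher and 589 lower in yw discs at 2 hr, 562 and 552 at 18 hr. In p53 discs 81 were higher and 29 lower at 2 hr (73.6% higher), 108 and 10 at 18 hr. Most of those at 18 hr stayed higher when either array of p18− was left out. The calls in p53 discs at 18 hr at an adjusted p under 0.05, 84.3% of them higher, then turned to mostly lower. At an adjusted p under 0.05 the counts in yw discs were 633 higher and 1268 lower at 2 hr (33.3% higher) and 845 and 1150 at 18 hr. The split depends on the test. With a trend and robust weights 66.7% of the calls in yw discs were higher at 2 hr and 61% at 18 hr (42.4% with all arrays in limma), and with only the arrays of the comparison 56.9% and 90%. Without y18+ replicate 1, 58.5% were higher at 18 hr. With each array centred on the median of its probe sets of log2 value of at least 4 on 2 arrays, 77% of the calls in yw discs at 2 hr were higher, but 4495 of these 7137 calls were of dim probe sets, with a median log2 change of 0.08, the size of the shift that centring gives every probe set. With dim probe sets left out, 29.5% were higher without centring and 39.6% with it, the latter a setting chosen after seeing the data. In p53 discs at 2 hr, the share higher at 1.5-fold was 55.6% with centring and 57.4% with both, and at an adjusted p under 0.05 it was 65.4%, against 53.6% and 54.5%. The latter share was 16% without p2− replicate 1, 36.2% without p2− replicate 2, 42.9% without either array of y2+ and 25% with a trend and robust weights, and at 1.5-fold it was 50% without p2− replicate 2.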

First, as many genes were repressed as were activated by IR. Second, p53 was the key mediator of these changes. Third, IR-induced core group (common among cell lines and conditions) includes GO categories for regulation of apoptosis, regulation of the cell cycle, response to stress, DNA damage response and signal transduction. These categories are also present among the IR-induced groups in Drosophila (Table 1). While there is good correspondence for functional categories between *Drosophila* and human datasets, the actual identities of genes differed significantly. Of the 54 human genes induced by IR in at least 3 of 5 cell lines, only 3 had clear sequence and functional homologs in *Drosophila* that were also induced by IR: GADD54, REV3 (mus205 in *Drosophila*) and POLH/pol-eta.

Because our hit rate is most similar to what was reported by Akdemir et al. [28] among previous studies in Drosophila embryos, we compared our genes to theirs. The published study identified 29 “high stringency IR-induced genes”, 18 of which were also found by us at 2 hr after irradiation (Table 2). These are CD6272, escl, mre11, eIF6, CG17836, CG12171, CG18596, CG11897, CG6171, rpr, corp, skl, hid, egr, CG9836, mus205, CG5664 and mus210. In addition, our list includes GstD4, GstE3, GstE5, GstE6 and GstE7 whereas the published list includes GstD5; all are enzymes in the synthetic pathway for the antioxidant glutathione. Thus, there is general agreement between the data sets. 

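Of the 18 genes shared with the embryo study, 15 were measured, and all 15 rose in yw discs at 2 hr. CG18596 rose by a log2 change of 2.72 (standard error 0.18, adjusted p = 3.8e-05), CG6272 by 2.51 (standard error 0.14, adjusted p = 1.5e-05), CG5664 by 2.19 (standard error 0.12, adjusted p = 1.5e-05) and escl, a Polycomb group gene, by 2.14 (standard error 0.09, adjusted p = 5.0e-06). The ribosome biogenesis factor gene eIF6 rose by 1.54 (standard error 0.16, adjusted p = 5.3e-04) at 2 hr and 1.45 (standard error 0.16, adjusted p = 7.1e-04) at 18 hr. In p53 discs at 18 hr, escl rose by 0.90 (standard error 0.09, adjusted p = 0.0094) and CG6272 by 1.18 (standard error 0.14, adjusted p = 0.018).
At 18 hr 14 of the 15 rose (as many at each time when adjusted over the list alone), and the median log2 changes were 2.19 at 2 hr and 1.70 at 18 hr (camera, adjusted p = 8.2e-32 and 2.1e-21, and adjusted p = 0.0014 and 0.0058 with an estimated correlation). In p53 discs 0 passed at 2 hr with limma (9 rose when adjusted over the list alone, 11 at an unadjusted p under 0.05 and 4 with Cyber-T), and 4 rose at 18 hr (11 when adjusted over the list alone), with median log2 changes of 0.43 and 0.67 (camera, adjusted p = 1.9e-08 and 3.2e-28, and adjusted p = 0.12 and 0.0022 with an estimated correlation). The response was smaller in p53 discs for 14 genes at 2 hr and 10 at 18 hr (15 and 13 when adjusted over the list alone; camera, adjusted p = 0.0019 and 0.018 with an estimated correlation). The 18 are the genes that the study also found at 2 hr on these arrays. The counts and camera values in yw discs, and the difference between the genotypes at 2 hr, are therefore not independent evidence.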

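Several glutathione S-transferase genes rose in yw discs at both times. GstE6 rose by a log2 change of 3.54 (standard error 0.39, adjusted p = 6.6e-04) at 2 hr and 5.34 (standard error 0.39, adjusted p = 7.0e-05) at 18 hr, GstE5 by 2.52 (standard error 0.30, adjusted p = 0.001) and 3.60 (standard error 0.30, adjusted p = 1.4e-04), and GstE7 by 2.95 (standard error 0.54, adjusted p = 0.0082) and 3.05 (standard error 0.54, adjusted p = 0.0064). GstD4 rose by 1.26 (standard error 0.21, adjusted p = 0.0056) and 3.38 (standard error 0.21, adjusted p = 3.0e-05), and its change was larger at 18 hr by 2.12 (standard error 0.30, adjusted p = 0.01). GstE3 rose at 2 hr by 3.61 (adjusted p = 0.012), lost at adjusted p = 0.056 to 0.066 without y2− replicate 1, y2− replicate 2 or y2+ replicate 2, and its log2 change at 18 hr was 0.43 (adjusted p = 1). GstD5 had log2 changes of 0.04 (adjusted p = 1) and 0.30 (adjusted p = 0.12).
The difference in response at 18 hr, p53 minus yw, was -3.34 (standard error 0.30, adjusted p = 7.8e-04) for GstD4 and -2.50 (standard error 0.43, adjusted p = 0.014) for GstE5. GstE6 rose in p53 discs at 18 hr by 2.60 (adjusted p = 0.046), lost at adjusted p = 0.081 to 0.094 without p18− replicate 1, p18− replicate 2 or p18+ replicate 2.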

Other differences could be technical or due to differences in how embryos and larval wing imaginal discs respond to IR. It is known that even within the larva, different tissues respond differently to genotoxic stress (for example [15], [34]). We will need a similar data set from another larval tissue, however, to address tissue-specificity in radiation response in Drosophila.

Our findings extend to the larvae a conclusion based on gene expression analysis in embryo, that p53 is the major regulator of IR-induced changes in the transcriptome. The number of genes affected by IR in p53 mutants was less than one fifth of what is seen in *yw* (Table S1, Figure S4). Furthermore, not only were the numbers smaller but also the degree of change, whether induction of repression, were smaller in *p53* mutants.

A new theme that emerged from our data is that induction of apoptosis accompanies changes not only in pro-apoptosis genes but also in anti-apoptosis genes. For example, E2F2 was found previously to inhibit p53-independent apoptosis [10]. E2F2 was repressed by IR at both 2 and 18 hr in *yw* discs (Table S1), and this repression was dependent on p53. This raises the possibility that repression of E2F2 by p53 contributes to optimal induction of apoptosis. 

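E2f2, the repressor member of the E2F family, fell in yw discs by a log2 change of -0.77 (standard error 0.09, adjusted p = 8.0e-04) at 2 hr and -0.52 (standard error 0.09, adjusted p = 0.0053) at 18 hr. It read 8.97 ± 0.09 (mean ± SD of log2 values, n = 2) in y2− and 8.20 ± 0.08 in y2+. In p53 discs the log2 changes were -0.08 (standard error 0.09, adjusted p = 1) and -0.26 (standard error 0.09, adjusted p = 0.61). The difference between the genotypes passed the test at 2 hr, with 0.69 (standard error 0.12, adjusted p = 0.015), and not at 18 hr, with 0.26 (standard error 0.12, adjusted p = 0.45).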

In p53 mutants, E2F2 is not repressed to the same extent and act to inhibit apoptosis. This is consistent with our previous findings that double mutants of p53 E2F2 show more apoptosis than p53 single mutants [10].

During normal cell cycle progression, E2F1 activates and E2F2 represses genes encoding essential replication factors at the G1/S boundary, in preparation for DNA synthesis [35]. Interestingly, we find that many of these genes were also repressed by IR. Because E2F2 was repressed by IR as well, repression of S phase genes is unlikely to be a consequence of reduced E2F2. Instead, we find that p53 is required for optimal repression of S phase genes after irradiation. These results suggest the existence of a transcriptional regulatory module to repress S phase genes that function independently of E2F2 but may involve p53. More work will be needed to determine if such a module exists and what role p53 plays in it.

Eiger, a ligand that activates of JNK signaling, is dispensable for p53-dependent apoptosis [17]. JNK signaling, however, was found to promote p53-independent apoptosis [9]. Because Eiger is induced at 2 hr after irradiation in p53 mutants, when p53-independent apoptosis is yet to be initiated, induction of *eiger* cannot be sufficient for apoptosis in p53 mutants. 

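At 2 hr in p53 discs, the probe set that stands for eiger (egr) here read 2.22 ± 0.00 (mean ± SD of log2 values, n = 2) in p2− and 2.27 ± 0.06 in p2+, a log2 change of 0.05 (standard error 0.04, adjusted p = 1). The other probe set of the gene had a log2 change of 0.32 (standard error 0.17, adjusted p = 0.59). The difference in response of the first, p53 minus yw, was -4.73 (standard error 0.06, adjusted p = 6.4e-09) at 2 hr and -2.29 (standard error 0.06, adjusted p = 3.2e-07) at 18 hr.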

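From p2+ to p18+, Traf4 rose by a log2 change of 0.72 (standard error 0.09, adjusted p = 0.024) and Gadd45 by 1.13 (standard error 0.15, adjusted p = 0.026). Traf4 read 7.08 ± 0.13 (mean ± SD of log2 values, n = 2) in p2+, a log2 change of 0.27 (adjusted p = 0.43) from p2−, and Gadd45 read 5.81 ± 0.01 in p2+ and 4.55 ± 0.02 in p2−. The response at 2 hr differed between the genotypes, p53 minus yw, by -3.74 (standard error 0.13, adjusted p = 4.1e-06) for Traf4 and -3.33 (standard error 0.21, adjusted p = 1.4e-04) for Gadd45. With only the 4 arrays of the comparison, or with a trend and robust weights, the rises from p2+ to p18+ did not pass the test in limma.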

We find that two other regulators of JNK signaling, Traf4 and GADD45, are induced at 18 hr after irradiation compared to 2 hr after irradiation in p53 mutants (Table S3). Possibly, additional induction of Traf4 and GADD45 corporate with Eiger to increase the JNK signal and thereby promote apoptosis at later time points after irradiation in p53 mutants. Indeed, this is yet another theme that has emerged from this work and others, that there is not a single pathway to p53-independent apoptosis but that several gene products contribute. Some such as JNK and E2F1 promote p53-independent apoptosis while others such as E2F2 and EF1–a100E repress it. Induction of these genes by IR is not only delayed but also dampened in p53 mutants (compare y-axes in Figures 1B and C). 

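Of 9 measured genes of Table 4, 5 responded less in p53 than in yw discs at 2 hr and 5 at 18 hr. At 18 hr, the difference in log2 change, p53 minus yw, was -2.88 (standard error 0.38, adjusted p = 0.0045) for CG2064 and -3.66 (standard error 0.58, adjusted p = 0.011) for Cyp6d2. At 2 hr it was -3.42 (standard error 0.38, adjusted p = 0.0018) for CG2064. The change was smaller in p53 discs for 8 of the 9 at each time, past an adjusted p under 0.05 or not. The genes were chosen for their change in p53 discs on these arrays.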

Low level of induction may be why contribution from several gene products is needed to induce apoptosis in *p53* mutants.

EF1–a100E is induced by IR but only in p53 mutants at 18 hr post irradiation. Single mutants in EF1–a100E show a normal apoptotic response (“A” compartment in Figure 2B), but the caveat is that only partial loss-of-function alleles can be used to study this essential gene. Nonetheless, reduction of EF1–a100E increased p53-independent apoptosis, suggesting that EF1–a100E is either neutral (in *yw* background) or anti-apoptotic (in *p53*-reduced background).

How might EF1–a be anti-apoptotic/pro-survival? We can envision at least three possible scenarios. First, irradiation is known to change the profile of mRNAs on the ribosome in mammalian cells [36]. A similar analysis has not been done in Drosophila. Nonetheless, if the change in polysome profile is pro-survival/anti-apoptotic and requires an optimal level of EF1-a, changes in the latter may have an effect on cell death. Second, mammalian EF1-a is known to have several unexpected binding partners including those with known survival/apoptotic roles such as Akt and TRADD [37], [38]. The role of Drosophila EF1-a in suppressing apoptosis may result from such an interaction. Thus, Finally, as mentioned in a preceding section, uneven protein synthesis capacity in neighboring cells is known to result in cell competition in which cells with lower capacity are eliminated through apoptosis (reviewed in [24]). Importantly, this mechanism has been proposed to underlie p53-independent apoptosis in irradiated Drosophila wing imaginal discs [9]. Here, chromosome breakage by irradiation is proposed to result in deletion of ribosomal protein/RNA loci in some cells, which then result in uneven protein synthesis capacity in neighbors and death through competition. Elevations in EF1–a levels we see in irradiated p53 mutants may help counteract cell competition and thus prevent apoptosis. More work will be needed to understand the role of EF1–a in apoptosis in Drosophila. We note, however, that a ribosomal protein, S27L, was shown to be induced by p53 in multiple human cancer cell lines, and is needed for apoptosis induced by a chemotherapy drug, etoposide; the mechanism remains unknown in this case also [39]. Related to this discussion, we find that a chemical inhibitor of translation elongation, a process that EF1-a acts in, can enhance the effect of radiation in human cancer cells and xenografts [40]. The mechanism for radiation enhancement needs to be determined, but it is clear that regulation of translation elongation plays an important role in radiation responses.

In summary, we propose that the role of p53 in inducing apoptosis after IR exposure is not only through transcriptional activation of pro-apoptotic genes such as *rpr*, but also through repression, directly or indirectly, of anti-apoptotic genes such as E2F2 and EF1–a 100E. In the absence of p53, anti-apoptotic activities are not repressed and act to inhibit apoptosis at shorter times after irradiation. At longer times after irradiation, pro-apoptotic activities such as those contributing to the JNK cascade accumulate sufficiently to counterbalance anti-apoptotic activities, leading to cell death. Imbalances in ribosome function may contribute to promote cell death by activating apoptotic genes such as *hid* through cell competition [24]. If would be interesting to see if a similar situation exists in mammalian cells, with multiple inputs, both positive and negative, collaborating to induce p53-independent apoptosis in response to IR. The presence of multiple inputs could mean that there are multiple drug targets to choose from in efforts to improve radiotherapy of p53-deficient tumors.

## Materials and Methods

### Drosophila stocks

Flies were raised under standard conditions at 25°C. Wild type flies were of the *y^1^w^1118^* stock. *p53^5A-1-4^* is a targeted deletion allele and is used as *y^1^w^1118^*; *p53^5A-1-4^*. *y^1^w^67c23^*; *Ef1a100E^EY20714^* was used as Ef1-a100E mutant; this allele results from a p-element insertion at the junction of intron 1 and exon 2 (http://flybase.org/). Chromosomal deficiency was Df(3R)BSC505. p53 RNAi line (#38235) was obtained from Vienna Drosophila RNAi Center and was recombined with *engrailed*-GAL4>UAS-GFP transgenes on Chromosome II using standard techniques.

### Microarrays

#### Tissue Collection

Embryos were collected for 4 hours and aged at 25°C for 118 hours to reach 120±2 hr in age. Feeding third instar larvae were exposed to 4000R of X-rays in a TORREX X-ray generator (Astrophysics Research), set at 115 kV and 5 mA. 60 wing discs per sample were dissected in PBS, 2–3 or 18–19 hours post irradiation, and stored at −80°C. Non-irradiated wing disc were dissected from age-matched larvae for control.

#### RNA isolation

Total RNA from wing discs was isolated using the RNeasy Plus kit (Qiagen). RNA integrity of one representative sample was determined by analyzing the 18S and 28S ribosomal protein bands on a 1% agarose gel. Purity of all RNA samples was determined by the 260/280 ratios using a NanoDrop 1000 Spectrophotometer (Thermo Scientific). Isolated RNA was stored at −80°C.

RNA labeling and microarray processing: The Genechip® 3′ IVT Express Kit (Affymetrix) was used to reverse transcribe the RNA and to in vitro transcribe the resulting cDNA into Biotinyl labeled RNA (aRNA). aRNA was purified and the quality and concentrations were assessed as described in the preceding paragraph. aRNA was fragmented and hybridized to a GeneChip Drosophila Genome 2.0 Array (Affymetrix). GeneChip's were washed, stained and scanned. All steps were performed to according to manufacturer's instructions.

Microarray analysis was performed with the R statistical environment version 2.12.2 using the Bioconductor package [41]. The GCRMA method with default options was used for normalization, background correction and summarization across all microarrays [42], [43]. P-values for each probe set were computed across microarray groups using the Cyber-T function bayesT [44]. The Cyber-T statistical method for assessing differential expression was used because it has been shown to partially compensate for a lack of replication [44], and has been shown to outperform other common methods using spiked-in datasets [45], [46]. Gene Ontology analysis was performed using the DAVID (Database for Annotation, Visualization and Integrated Discovery) functional annotation online analysis tool [20].

### Quantitative-RT-PCR

To confirm microarray results, an aliquot of the same RNA sample used for the microarray analysis was used for the Q-RT-PCR. 1 µg RNA was reverse transcribed into cDNA by using the iScript cDNA synthesis kit (Bio-Rad). Primers for the Q-RT-PCR were designed against a sequence in the same exon as the sequence covered by the probe set on the Affymetrix gene chip by using the Integrated DNA Technologies (DNT) SciTools PrimerQuestSM. PCRs containing SYBR Green Mix (Applied Biosystems), 5.0 ng of cDNA (candidate genes) or 0.3 ng cDNA (α-Tubulin), and 500 nM primers were set up and read in a 7900HT RT-PCR instrument (Applied Biosystems). Relative levels of cDNA of our candidate genes among different conditions were determined by using a standard curve for each set of primers. α-tubulin levels were used to for normalization and non-reversed transcribed RNA was used to correct for the presence of genomic DNA. Detailed protocols for Q-RT-PCR are available upon request.

Primer sequences (Fw = forward, Rv = reverse):

a-tubulin 84B Fw,TCCAATCGCAACAAAAAATTCA

a-tubulin 84B Rv,TCGTTTTCGTATGCTTTTCAGTGT

Tsp42edFw,ATTACGGCATTACGTATCCCGCCT,

Tsp42edRv,ACGTTGGTGTCCCAGAAGGAATCA,

Cyp6d2Fw,ATTCCTCAATCGAGAGTGCACCGA,

Cyp6d2Rv,TGCATGCCAAAGAGCGAGATCAGA,

EigerFw,ACTCGCACGACCAGAACGGATTTA,

EigerRv,GGTGTGCACCTTATGTGGCATGTT,

Impl3Fw,TGACAAGGATGTGTTCCTCTCGCT,

Impl3Rv,ATCGGACATGATGTTGGCGGACTT,

Ef1a100eFw,TTCCGAGATCAAGGAGAAGTGCGA,

Ef1a100eRv,TCCTGGAAGCTCTCTACGCACAA,

CG2064Fw,AGACCTCGATTTACGCTGCTTTGG,

CG2064Rv,ATCTAATCCGGTCCACTTCTCGCT,

GADD45Fw,GCCATCAACGTGCTCTCCAAGT,

GADD45Rv,CACGTAGATGTCGTTCTCGTAGCA,

Spn-eFW,TGGGAAACCAATCCCGAACTACCA,

Spn-eRv,TGCAGTTCTCTCTCAGTTGCACCA,

Traf4(2)Fw, ACACAGGCACTCTGTTGTGGAAGA,

Traf4(2)Rv, ATGTAGACGGAGACGTGCGTGTTT,

CG9411(3)Fw,TATGGTCCACCGCCATCTGGAAAT,

CG9411(3)Rv,ATTCAGCTGGATGCTCTGCGACTT,

### Caspase staining and image analysis

Larval imaginal discs were dissected in PBS, fixed in PBS+4% formaldehyde, and stained for active cleaved Caspase 3 as described in before [8]. Primary antibody was rabbit anti-cleaved Caspase 3 (Cell Signaling Cat#9661, lot 32) used at 1∶100. Secondary antibody was anti-rabbit Rhodamine-conjugated used at 1∶500 final dilution (Jackson).

Images were acquired on PerkinElmer Spinning Disc Confocal attached to a Leica DMR compound microscope, using MetaMorph software (Molecular Devices). For each disc, at least 20 Z-sections 1 µm apart were acquired and collapsed in ImageJ (NIH). Caspase signal was quantified by manually selecting the area using GFP signal as a guide and fluorescence intensity measured in ImageJ. Collapsed Z-stacks were also saved as JPEG files and assembled into figures in Powerpoint without further manipulation except as noted in figure legends. The significance for signal comparisons was calculated using a two-tailed t-test.

## Supporting Information

Figure S1 **A Relative Log Expression (RLE) plot shows that all arrays used were of similar quality.** Samples were, from left to right: “p53^−/−^,18 hr, −IR” “p53^−/−^,18 hr, +IR” “p53^−/−^,2 hr, −IR” “p53^−/−^,2 hr, +IR” “wt,2 hr −IR” “wt,2 hr +IR” “wt,18 hr −IR” “wt,18 hr +IR”. Lower quality arrays are indicated by more spread out boxes.
(TIF)

Figure S2 **A Normalized Unscaled Standard Errors (NUSE) plot (B) shows that all arrays used were of similar quality.** Samples were, from left to right: “p53^−/−^,18 hr, −IR” “p53^−/−^,18 hr, +IR” “p53^−/−^,2 hr, −IR” “p53^−/−^,2 hr, +IR” “wt,2 hr −IR” “wt,2 hr +IR” “wt,18 hr −IR” “wt,18 hr +IR”. Lower quality arrays are indicated by more spread out boxes.
(TIF)

Figure S3 **The plot of expression values of each gene in duplicate samples shows that most expression values are similar in both arrays.** Expression values for the first array experiment were plotted against the expression values for the second array experiment for any given sample.
(TIF)

Figure S4 **Venn diagrams to show overlap in gene expression changes.** The data are from Table S1, which shows genes that with ±1.5-fold or greater change (p<0.005) between ANY ±IR sample pairs at 2 or 18 hr, in *yw* or *p53* discs. Gene ontology information is from DAVID (Database for Annotation, Visualization and Integrated Discovery) Bioinformatics Resources 6.7, NIAID/NIH (ttp://david.abcc.ncifcrf.gov/). Examples of genes in each category are shown.
(TIF)

Figure S5 **EF1a mutants show elevated levels of IR-induced apoptosis in a p53-depleted background.** Wing imaginal discs were dissected from 3^rd^ instar larvae at 24 hr after exposure to 0 (−IR) or 4000R (+IR) of X-rays. Apoptosis was detected by staining with an antibody to active cleaved Caspase 3. GFP boundary is used to mark the boundary between anterior and posterior compartments. *en-GAL4* is active only in the posterior compartment. (A and B) p53^RNAi^ = *en-GAL4>UAS-dsRNA* against p53, *UAS-GFP*. Caspase stain is in (A) and GFP fluorescence is in (B). (C and D) p53^RNAi^, EF1-a = same as in (A) but in trans-heterozygotes of *Ef1a100E^EY20714^* and a chromosomal deficiency that removes the EF1-a gene. Un-irradiated control discs stained for caspase, to show little or no apoptosis in the absence of irradiation.
(TIF)

Table S1 **Genes that show significant induction or repression (p<0.005, ±1.5-fold or greater) in any one of the following pair-wise comparisons: y2− vs y2+; y18− vs y18+; p2− vs p2+; p18− vs p18+; p2+ vs p18+.** y = *yw* control; p = *p53* mutants, ‘−’ = −IR (0 R); ‘+’ = +IR (4000 R); 2 = 2 hr after irradiation, 18 = 18 hr after irradiation. “p53-independent candidate” refers to candidate regulators of p53-independent apoptosis. These genes show significant induction in p18− vs p18+ comparison, significant induction in p2+ vs p18+ comparison. These genes may show significant induction in p2− vs p2+ comparison, but fold-induced in p18− vs p18+ comparison has to be greater than fold induced in p2− vs p2+ comparison for a gene to be included in this category. Genes that fall within the intersect of selected sample pairs as indicated in column headings are marked as such. “Intersect p18 & y18” means genes that are significantly changed (induced or repressed) at 18 hr after IR in both *p53* and *yw* compared to age-matched −IR controls; “Intersect p18 & y2 & y18” means genes that show significant change (induced or repressed) by IR at 18 hr in *p53*, at 2 hr in *yw* and 18 hr in *yw*; and so on. Gene ontology information is from DAVID Bioinformatics Resources 6.7, NIAID/NIH (ttp://david.abcc.ncifcrf.gov/). p-value of 0 means p<1e-10.
(XLS)

Table S2 **Genes that show significant induction (p<0.001, 2-fold or more) in** ***yw*** **discs at 2 and 18 hr after irradiation.** If there is data for more than one probe set is available for a gene, the set with the best p value was considered. Genes that show induction at both 2 and 18 hr time points are in bold. p-value of 0 means p<1e-10.
(XLS)

Table S3 **Cell death-related genes repressed by IR in wild type imaginal discs.** The values shown are log2. The cut-off values were 1.5 fold or more (log2 of 0.585 or greater) with p<0.005 compared to un-irradiated controls, at 2 hr or 18 hr after irradiation or both. ‘-’ = the gene was not significantly induced with respect to neither p-value or fold change. p-value of 0 means p<1e-10. y = yw control; p = p53 mutants, ‘−’ = −IR (0 R); ‘+’ = +IR (4000 R); 2 = 2 hr after irradiation, 18 = 18 hr after irradiation. If there is data for more than one probe set is available for a gene, the set with the best p value was considered.
(XLS)

Table S4 **Genes induced by IR in wing imaginal discs of** ***p53*** **mutants.** 87 genes whose expression in *p53* mutants (1) increased significantly at 18 hr after irradiation compared to un-irradiated *p53* mutants (p<0.005 and fold change of 1.5 or greater), and (2) showed a significant increase in IR+18 hr *p53* mutant compared to IR+2 hr *p53* mutant (p<0.005 and fold change of 1.5 or greater; schematic in Figure 1A).
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

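RNA of wing imaginal discs was measured on 16 Affymetrix Drosophila Genome 2.0 arrays, 2 for each of 8 groups: yw and p53 mutant discs, 2 and 18 hr after 0 or 4000 R of X-rays. The labels give the 2 arrays of a group as separate samples, and the paper states that mRNA was isolated in independent experiments. The deposited values are on the log2 scale, and the authors made them with GCRMA at default options across all arrays in R 2.12.2. GCRMA corrects the background by probe sequence, brings all arrays to the same distribution and summarises the probes of each probe set. The version of the GCRMA package is not given in the sources used here. Values near 2.22 are the floor of this method, so that a log2 change of a gene at the floor in 1 group is understated.

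The table holds 18952 probe sets, of which 183 controls were left out. Of the 18769 tested, 13647 have 1 gene in the platform annotation, 402 have several and 4720 have none listed. Gene names were updated through a RefSeq gene table by locus tag and accession. No gene was named from a probe set of several genes, which counted as 1 entry in counts of genes. This gave 12314 gene entries, 11983 of them with 1 gene. For the 1094 genes with more than 1 probe set, the probe set with the smallest p of the moderated F-test in limma over the 4 comparisons of +IR with −IR and that of p18+ with p2+ stood for the gene. Genes the paper names that have no probe set in the annotation, such as rpr, hid, Mmp1, Orc6, Mcm7 and ImpL3, are not analysed here.

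Groups were compared with limma 3.58.1 in R 4.3.3, in a fit of 8 group means to all 16 arrays, with 8 residual and 0.316 prior degrees of freedom. The fit takes the spread of a probe set as equal in all 8 groups. A standard error can then be too small or too large for the groups compared. Benjamini-Hochberg adjusted p-values cover the 18769 probe sets of each comparison. The comparisons were +IR with −IR in each genotype at each time, p18+ with p2+, the 2 times without irradiation, p53 with yw discs without irradiation (the mean over both times), the difference in the response to IR between genotypes at each time, and the difference in the response of yw discs between times. Candidate genes were those higher in p18+ than in both p18− and p2+ at 1.5-fold and p under 0.005. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 22 lists of a comparison. The script was tested on simulated data for 16 arrays and 18769 probe sets. Each probe set had its mean over all arrays and independent normal noise with its spread within the groups, the same in all 8 groups as limma assumes. Changes were put into the arrays of y2+ alone and tested against y2−. The changed probe sets were drawn from those with a log2 value of at least 4 on 2 arrays and a mean in the middle of the range. The numbers called thus do not carry over to dim probe sets or to genes whose spread differs between groups. Of 100 probe sets with a log2 change of 1 and 100 with 2, limma called 78 and 92 at an adjusted p under 0.05, along with 9 unchanged ones. The rebuilt Cyber-T called 90 and 98, along with 83 unchanged ones.

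The genes named follow a rule set before the data were examined, although the values printed in the paper's tables had been seen by then. It takes the genes the paper names in its text and tables, the 10 largest rises and 5 largest falls of each comparison of +IR with −IR (adjusted p under 0.05, 1 gene, both arrays of a group above or below both of the other), up to 4 of the largest called members of each list, and the 10 largest differences in response. The 22 lists, from textbook knowledge, cover DNA replication, DNA repair, cell death, the JNK and JAK/STAT pathways, glutathione metabolism, cytochrome P450 genes, the cell cycle, ribosomal proteins, translation factors, the ecdysone response, wing disc patterning, sex dosage, and markers of gut, fat body, muscle, salivary gland, hemocytes, trachea, neurons and cuticle, together with 18 genes that the paper shares with a study of embryos.

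The alternatives were Cyber-T, an intensity trend with robust weights, only the arrays of the comparison in the fit, a filter for probe sets with a log2 value of at least 4 on 2 arrays, centring of each array on the median of the probe sets that pass this filter, other rules for the probe set of a gene, only probe sets with 1 gene, no genes of the tissue marker lists, either time alone for the comparison of unirradiated genotypes, the replicate number as a block, and leaving out each array in turn. Cyber-T, the method of the paper, was rebuilt from its published form with a weight of 10 and a window of 101 probe sets, since the paper's text does not give these settings. The number of arrays limits the precision, as 2 arrays per group leave each group 1 degree of freedom. Q-RT-PCR values and stained discs of the study were not used here.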

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

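Of the tests given here, that of irradiation alone as the source of the digestive transcripts was chosen only after the result was seen, and the criteria for gut tissue were made stricter after its value was seen.

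The response to IR differed between p53 and yw discs for 1140 genes at 2 hr and 836 at 18 hr, and between 18 and 2 hr in yw discs for 436 genes, each tested as a difference of responses in limma at an adjusted p under 0.05. The count of 836 was 532 without p18− replicate 1. At 2 hr, Corp differed between the genotypes, p53 minus yw, by -6.07 (standard error 0.13, adjusted p = 2.7e-07) and Ilp8 by -4.10 (standard error 0.80, adjusted p = 0.02), the latter lost at adjusted p = 0.05 to 0.056 without p2+ replicate 1, p2+ replicate 2, y2− replicate 1 or y2− replicate 2. At 18 hr the difference was -7.43 (standard error 0.17, adjusted p = 2.1e-07) for CG13786, -6.03 (standard error 0.22, adjusted p = 2.3e-06) for Gr33a and -4.98 (standard error 0.80, adjusted p = 0.011) for Ilp8. CG13786 and Gr33a, the second a taste receptor gene, stood at the floor of the arrays in p53 discs, so that their differences equal their rises in yw discs. In yw discs, the response changed from 2 to 18 hr by -12.16 (standard error 1.69, adjusted p = 0.0094) for CG7953, -11.28 (standard error 1.90, adjusted p = 0.02) for CG8997 and -11.28 (standard error 2.25, adjusted p = 0.039) for CG14302, the last lost at adjusted p = 0.058 to 0.095 without y2− replicate 1, y2− replicate 2, y18− replicate 1, y18− replicate 2, y18+ replicate 1 or y18+ replicate 2, and by 4.86 (standard error 0.03, adjusted p = 9.0e-12) for CG42540 (the 4 chosen after their values were seen). Without irradiation, the log2 difference between y18− and y2− was 4.83 for CG7953, 5.16 for CG8997, 5.07 for CG14302 and 0.00 for CG42540, beside 6.40 for Jon65Aiii and 3.46 for LysS, genes of digestive enzymes (adjusted p = 1 for each).

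Some responses lie outside the genes that the text of the paper discusses. Ilp8, an insulin-like peptide gene whose product delays metamorphosis and which Table S2 lists as CG14059, rose at 18 hr by 5.69 (standard error 0.56, adjusted p = 3.6e-04). ImpE2, an ecdysone-induced gene, fell at 18 hr by -6.34 (standard error 1.35, adjusted p = 0.016), a call lost at adjusted p = 0.1 without y18− replicate 2, where its log2 change was -5.51, and its log2 change was -3.81 (adjusted p = 0.01) without y18+ replicate 2.

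Digestive enzyme transcripts were raised on both arrays of y2+, with a median log2 change of 5.49 over the 8 detected of 38 measured gut markers. Of these transcripts, 6 also read higher in unirradiated yw discs at 18 hr than at 2 hr, with a median log2 difference of 4.34. For Jon65Aiii, Jon65Aiv, yip7 and LysS this difference did not pass in limma. As the 6 and the test were chosen after the values were seen, this does not decide whether irradiation alone raised them in y2+. Gut tissue left on the discs could add such transcripts, but of 7 other gut markers (chosen after their values were seen) betaTry alone was highest on y2+, with 5.07 on replicate 2, while alphaTry, thetaTry and Mal-A1 were highest on p2− replicate 1, with 8.32, 4.60 and 4.57, and Jon65Aii, Jon66Ci and Jon25Biii on y18+ replicate 2, with 7.72, 8.27 and 5.22, where the mean of the 6 transcripts was 3.88 and 3.27 against 7.42 and 10.93 on the arrays of y2+. Gut tissue and another origin of these transcripts cannot be told apart with 8 detected markers, and the 7 genes, low on most arrays, do not settle it. Of the 284 genes induced at 2 hr, 3 had a Pearson r above 0.7 with the mean of the 6 transcripts over the 12 arrays other than those of y2+ and y2−, CG7953, CG8997 and CG12115 (chosen after their values were seen), and 0 had one above 0.9.

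Muscle transcripts read higher in y18+ than in y18−, with a median log2 change of 0.96 over the 18 detected of 24 measured muscle markers. Of the 24, 1, Msp300, passed in limma, and camera gave an adjusted p = 0.0089, and adjusted p = 0.43 with an estimated correlation, while for 14 of the 18 both arrays of y18+ lay above both of y18−, which chance gives for 16.7% of single genes, although markers of a tissue move together and are not separate draws. The mean log2 value of the 18 was 7.23 and 7.59 on the arrays of y18+, 6.70 and 6.44 on those of y18−, and 5.44 to 7.77 over all 16 arrays. More muscle tissue on the discs of y18+ than of y18− is consistent with these values and is a hypothesis. A response of muscle precursors within the disc to irradiation was not tested.

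Storage protein and other fat body transcripts read lower in unirradiated p53 than yw discs. Their median log2 difference was -2.78 over the 5 detected of 11 measured markers, and smaller in size over all 11. Their mean log2 value was 7.75 to 11.67 on the 4 arrays of unirradiated yw discs and 3.93 to 7.53 on the 4 of unirradiated p53 discs. Among irradiated discs it was 6.71 to 10.11 in yw and 5.85 to 10.69 in p53 discs. More fat body tissue left on the unirradiated yw discs is consistent with these values and is a hypothesis, and no marker passed the test in limma (2 at an unadjusted p under 0.05 and 6 with Cyber-T, all lower). A difference between the strains in these transcripts was not tested.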

How the results depend on the processing

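Of the alternatives given here, centring the arrays together with the filter on dim probe sets, and counting probe sets with no gene listed, were chosen after seeing the data. The second moved no count of genes by over 1.5 times. The same holds for the other rules for the probe set of a gene, for only probe sets with 1 gene, and for leaving out the genes of the tissue marker lists. Of 826 values of named genes past an adjusted p under 0.05, 555 kept their call without any single array of their own comparison. With Cyber-T 774 of the 826 kept it, with the replicate block 771, with centred arrays 824, with the probe set of the highest mean 806, with a trend and robust weights 309, and with only the arrays of the comparison 190. In these the direction was kept except for Ptp61F between unirradiated genotypes, with -0.11, and CG5953 in the difference between the genotypes at 2 hr, with 0.04, both for the probe set of the highest mean, and Hr39 in yw discs at 2 hr, with -0.21 after the filter on dim probe sets and -0.13 with centring as well. Dim probe sets limit the rest, since 41.2% of probe sets reached a log2 value of 4 on 2 arrays.

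With only the arrays of each comparison in the fit, which leaves fewer arrays to estimate the spread, the genes changed at 1.5-fold and p under 0.005 number 441 (1060 with all arrays) in yw discs at 2 hr, 401 (1114) at 18 hr, 21 (110) in p53 discs at 2 hr and 21 (118) at 18 hr. At an adjusted p under 0.05 they number 160 (1901), 30 (1995), 2 (26) and 0 (51), where the last, from limma, was 228 with Cyber-T. Genes induced in yw discs at 2-fold and p under 0.001 were 88 (284) at 2 hr, 74 (318) at 18 hr and 25 (202) at both, and genes higher in unirradiated p53 discs 84 (141). Candidate genes were 22 (52), genes whose response differed between the genotypes 409 (1140) at 2 hr and 300 (836) at 18 hr, genes with a smaller change in p53 discs 20 of 42 (106 of 228), replication genes lower at 2 hr 3 (23) and repair genes higher 6 (19).

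With Cyber-T, the genes changed in p53 discs were 243 and 210 at 1.5-fold and p under 0.005, and 175 and 228 at an adjusted p under 0.05. Genes lower in unirradiated p53 discs were 194 (98), candidate genes 81, and genes whose response differed at 18 hr 1382. The log2 change of Ef1alpha100E from p2+ to p18+, 3.04, then had an adjusted p = 2.7e-08. With a trend and robust weights, 653 genes changed in yw discs at 2 hr and 31 and 55 in p53 discs at 1.5-fold and p under 0.005, and 442 and 603 in yw and 8 and 2 in p53 discs at an adjusted p under 0.05. Candidate genes were 19, genes whose response differed 97 and 82, genes with a smaller change in p53 discs 59 of 86 and replication genes lower at 2 hr 12. The cause was not tested for either test.

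With the filter on dim probe sets, which tests fewer probe sets, 73 and 83 genes changed in p53 discs at an adjusted p under 0.05, and the response differed for 1731 and 1258. With centred arrays 7137 genes passed in yw discs at 2 hr, 79 in p53 discs at 18 hr, and the difference in response for 6728 at 2 hr, of which 4495, 11 and 4726 were of dim probe sets, which the centring shifts like all others; the centring removed a shift after IR, in the median of the probe sets that pass the filter, of -0.08 at 2 hr and -0.04 at 18 hr in yw discs and of 0.06 and -0.01 in p53 discs. With centring and filter, 66 and, to 2 digits, 1.0e+02 genes changed in p53 discs and the response differed for 1280 at 18 hr. A tally of list tests covers +IR with −IR in each genotype at each time and the difference between the genotypes in that response. Of its 132 tests, 22 lists in 6 comparisons, 52 passed with the preset correlation of camera and 13 with an estimated one. Both counts include tests of the genes shared with the embryo study, a list picked in part from yw discs at 2 hr on these arrays. With an estimated correlation, this list passed in yw discs at both times, in p53 discs at 18 hr and in both differences between the genotypes. List tests of other comparisons are not in this tally.

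Without 1 array of the groups compared at a time, where the lone array of a group is assumed to vary like the other groups, the counts at 1.5-fold and p under 0.005 ranged from 863 to 1075 and from 891 to 1090 in yw discs, and from 49 to 280 and from 76 to 156 in p53 discs at 2 and 18 hr. At an adjusted p under 0.05 they ranged from 1339 to 1782, 1453 to 2002, 133 to 492 and 114 to 217. Genes induced ranged from 241 to 317 at 2 hr, 279 to 347 at 18 hr and 178 to 207 at both. Genes lower in unirradiated p53 discs ranged from 91 to 117 and higher from 121 to 161, candidate genes from 31 to 89, genes whose response differed from 850 to 1341 and from 532 to 1196, genes with a smaller change in p53 discs from 75 to 109 (27.2% to 53.5% of those changed), replication genes lower at 2 hr from 19 to 22, repair genes higher from 16 to 17, and the log2 change of Ef1alpha100E from 2.73 to 3.35. Leaving out an array of another group, which enters only the estimate of spread, moved the counts in p53 discs at an adjusted p under 0.05, 26 and 51, to 14 to 34 and 28 to 60, and no other count by over 1.5 times.

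With the replicate number as a replicate block, 1032 and 1096 genes changed in yw and 109 and 115 in p53 discs at 1.5-fold and p under 0.005, 32 and 46 in p53 discs at an adjusted p under 0.05, candidate genes were 51, and the response differed for 1188 and 817. The paper isolated mRNA in 2 independent experiments, and its text does not say that a number marks the same experiment in every group. The correlation of the deviations of same-numbered arrays between −IR and +IR was 0.03 and -0.26 in yw and 0.09 and -0.15 in p53 discs at 2 and 18 hr, and over 0.1 in 4 of 28 pairs of groups. No count moved by over 1.5 times with the block.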

Differences from the paper's values

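The paper counts 284 genes changed by IR in p53 discs at 2 hr and 229 at 18 hr at 1.5-fold and p under 0.005, against 110 and 118 here. With Cyber-T, set before the data were examined, the counts were 243 and 210, within 1.5 times of the paper's, as were the first without p2− replicate 2, at 280, and the second without p18+ replicate 1, at 156, while the other alternatives gave neither count within 1.5 times. For candidate genes the paper gives 87, against 52 here. Within 1.5 times of it were 81 with Cyber-T, 59 with the filter on dim probe sets, 64 with centred arrays, and 89 and 65 without either array of p18+. For candidates also induced at 2 hr it gives 7, against 4 here, 7 with Cyber-T, 8 without p18+ replicate 1, and 5 with the filter, with centred arrays or without p2− replicate 1. The paper's 5-fold reduction in the number of responding genes compares with 9.64 at 2 hr and 9.44 at 18 hr here, and with 4.77 and 5.75 with Cyber-T. Other tests moved it away from the paper's value, to 21 and 19.1 with only the arrays of each comparison and to 21.1 and 13.6 with a trend and robust weights. Leaving out 1 array of p53 discs moved it either way at 2 hr. Under Cyber-T, 194 genes were lower in unirradiated p53 discs, against the paper's 109.

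Of 1126 log2 changes of the paper's tables with a value here, 29 differ by more than the error. In Table 2, the paper's ftz-f1 changes of 0.5, 1.0, 0.5 and 0.7 (yw discs at 2 and 18 hr, p53 discs at 18 hr, p18+ against p2+) compare with 0.30, 0.79, 0.20 and -0.06 here. Centring closes the first pair, leaving out y2− replicate 2 or y2+ replicate 1 the first, y18− replicate 1 or y18+ replicate 1 the second, p18+ replicate 1 the third, and the probe set with the best p in each comparison the last. Another probe set of ftz-f1 read 0.47, 1.02, 0.46 and 0.67. For CG7188 at 2 hr the paper gives 2.0, against 0.92 here, closed with the best p. For egr the paper gives 5.8 and 3.7 in yw and 0.3 and 1.3 in p53 discs at 2 and 18 hr and 0.7 from p2+ to p18+, against 4.78, 2.30, 0.05, 0.01 and -0.04 here. The probe set of the highest mean closes all 5, and that of the best p the last 3.

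In Table 3, the paper's pyd change of 0.7 at 2 hr compares with 0.48 here and is closed by no alternative, while another probe set of pyd read 0.66. For grp the paper gives -0.7 and -0.5 in yw discs and -0.7 in p53 discs at 2 hr, against -0.54, -0.42 and -0.09 here, of which leaving out y18− replicate 1 or y18+ replicate 2 closes the second, the best p the third, and no alternative the first, while another probe set of grp read -0.74, -0.48 and -0.74. For chif it gives -0.2 and -0.8 in yw discs, against -0.68 and -0.35 here, both closed by the probe set of the highest mean and the second also by the best p. In Table S3, the paper's hkl change of -0.6 at 18 hr compares with -0.26 here, closed by the filter on dim probe sets. For mod(mdg4), a gene with many probe sets, the paper gives -1.1 and -1.1 in yw, 0.5 and -0.3 in p53 discs and -0.4 from p2+ to p18+, against -0.70, -0.82, -0.23, -0.05 and 0.01 here, of which the best p closes the last 2 and no alternative the others, although 2 of its probe sets read -1.05 and -1.13 for the first and second, and the former 0.51 for the third.

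Table S2 gives 735 values, of which 734 were found among the probe sets to 5 decimals, and for some genes the probe set chosen here is another. In yw discs at 2 hr, the paper's values are 2.64 for CG4267, 1.83 for CG8116 and 1.90 for dlg1, against 1.94, 0.41 and 2.76 here. At 18 hr they are 4.27 for CG4267, 2.55 for l(2)35Bg, 2.77 for obst-E and 2.48 for toy, against 3.42, 1.03, 1.27 and 4.49 here. The probe set of the highest mean closes both values of CG4267 and those of dlg1 and obst-E, the best p that of l(2)35Bg, and no alternative those of CG8116 and toy. Of 689 p-values of Table S2 above 0, 73.1% lay within 10% of the rebuilt Cyber-T, with a median ratio of 0.999.

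Some of the paper's statements differ from values or test results here. The paper states that nearly all changes in p53 discs are dampened, where 106 of 228 had the direction of yw discs and a smaller change. This count was 151 of 453 with Cyber-T and 59 of 86 with a trend and robust weights. A gene with the opposite direction in yw discs does not count as smaller. The 228 also take in genes that passed in p53 discs only, 80 in number. The 22 genes that were higher in all 4 comparisons each had a smaller change in p53 than in yw discs at both times. The genes were picked by their change in p53 discs, which by itself enlarges that change. For replication genes it describes a weaker repression in p53 discs. At 2 hr the log2 change was below 0 for 15 of the 19 measured from Table 3, with a median of -0.26. Of the 19, 0 passed in limma, 10 were lower at an unadjusted p under 0.05 and 0 passed with Cyber-T. It names skl as induced in p53 discs at 18 hr. The log2 change here, 0.24, was of the size that the paper prints, and only the test differed (limma, adjusted p = 0.96). It finds that no candidate rises with age alone, where Gadd45 had 0.81 (adjusted p = 0.33) from p2− to p18−. It gives E2f2 as repressed depending on p53, where the difference between the genotypes was 0.69 (adjusted p = 0.015) at 2 hr and 0.26 (adjusted p = 0.45) at 18 hr. It gives eiger (egr) as induced in p53 discs at 2 hr, where the log2 change was 0.05 (adjusted p = 1), and 0.32 (adjusted p = 0.59) for its other probe set.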

Other observations

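Of the tests given here, that of a lag in development was chosen only after the result was seen. Cell cycle genes fell in irradiated yw discs. Of 27 measured, 21 fell and 1 rose at 2 hr (23 and 1 when adjusted over the list alone; camera, adjusted p = 7.9e-15, and adjusted p = 0.018 with an estimated correlation), with a median log2 change of -0.72, and at 18 hr 17 fell and 0 rose (20 and 0 when adjusted over the list alone; limma, with 0 higher at an unadjusted p under 0.05 and 0 with Cyber-T; camera, adjusted p = 5.4e-11, and adjusted p = 0.04 with an estimated correlation). The response in p53 discs was above that in yw discs for 14 of them and below it for 1 at 2 hr, and for 11 and 0 at 18 hr (18 and 1, and 17 and 0, when adjusted over the list alone; camera, adjusted p = 0.048 and 0.036 with an estimated correlation). Translation factors moved the other way at 18 hr. Of 18, 7 rose and 0 fell in yw discs (7 and 0 when adjusted over the list alone; limma, with 9 higher and 1 lower at an unadjusted p under 0.05 and 6 and 0 with Cyber-T), with 0.45 (standard error 0.10, adjusted p = 0.021) for eIF2beta, a call lost at adjusted p = 0.073 to 0.096 without y18− replicate 1, y18− replicate 2 or y18+ replicate 2, with 0.30 for eIF2beta without the last of these, 0.44 (standard error 0.06, adjusted p = 0.0021) for eIF3c and 0.36 (standard error 0.03, adjusted p = 3.2e-04) for eIF3b (camera, adjusted p = 1.8e-04, and adjusted p = 0.04 with an estimated correlation). At 2 hr 2 rose and 3 fell (3 and 3 when adjusted over the list alone; camera, adjusted p = 0.24).

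Ecdysone response genes moved both ways in yw discs at 18 hr, where 2 of 22 rose and 5 fell (2 and 6 when adjusted over the list alone; camera, adjusted p = 0.51). ImpE3 fell by 2.84 (standard error 0.52, adjusted p = 0.0078), and ImpL2 rose. In p53 discs 0 rose and 1, Eip78C, fell at 18 hr (0 and 2 when adjusted over the list alone; limma, with 1 higher and 4 lower at an unadjusted p under 0.05 and 1 and 4 with Cyber-T). Of 15 neuron markers, 3 rose and 0 fell in yw discs at 18 hr (3 and 1 when adjusted over the list alone; limma, with 3 higher and 2 lower at an unadjusted p under 0.05 and 3 and 1 with Cyber-T; camera, adjusted p = 0.083). The synaptic genes Rab3 and nSyb did not pass in limma, with log2 changes of 1.72 (adjusted p = 0.6) and 0.00. The 3 that rose were Snap25, unc-13 and moody, a receptor gene of blood-brain barrier glia and not of neurons, with 2.90 (standard error 0.34, adjusted p = 8.0e-04) for moody. Their responses differed between the genotypes at 18 hr, p53 minus yw, by -2.67 (standard error 0.23, adjusted p = 7.0e-04), -2.05 (standard error 0.24, adjusted p = 0.003) and -2.68 (standard error 0.47, adjusted p = 0.017), the last lost at adjusted p = 0.051 without p18+ replicate 1. Of 9 genes of the JAK/STAT pathway, 4 rose and 1 fell at 18 hr (4 and 2 when adjusted over the list alone; camera, adjusted p = 0.026, and adjusted p = 0.14 with an estimated correlation), among them upd1 and, with 0.69 (standard error 0.08, adjusted p = 6.5e-04), the phosphatase gene Ptp61F.

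Of 82 cytochrome P450 genes, 4 rose and 1 fell in yw discs at 2 hr and 4 rose and 2 fell at 18 hr (as many when adjusted over the list alone; camera, adjusted p = 0.056 and 0.25), and Cyp18a1, whose enzyme inactivates ecdysone, rose by 2.32 (standard error 0.24, adjusted p = 4.9e-04) and 2.69 (standard error 0.24, adjusted p = 2.1e-04). Of 41 ribosomal protein genes, 2 fell and 0 rose at 2 hr (0 and 0 when adjusted over the list alone; limma, with 1 higher and 2 lower at an unadjusted p under 0.05 and 0 and 2 with Cyber-T; camera, adjusted p = 0.24), and 1 rose and 0 fell at 18 hr (1 and 0 when adjusted over the list alone; 3 and 0 at an unadjusted p under 0.05, 1 and 0 with Cyber-T; camera, adjusted p = 0.041, and adjusted p = 0.61 with an estimated correlation). Of 24 muscle markers, 1, Msp300, rose at 18 hr and 0 fell (as many when adjusted over the list alone; limma, with 4 higher and 0 lower at an unadjusted p under 0.05 and 10 and 0 with Cyber-T; camera, adjusted p = 0.0089, and adjusted p = 0.43 with an estimated correlation).

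Other marker lists had few calls in yw discs. Of 108 cuticle genes, 1 rose and 5 fell at 2 hr (0 and 1 when adjusted over the list alone; camera, adjusted p = 0.73), and 1 rose and 2 fell at 18 hr (as many when adjusted over the list alone), with -2.77 (standard error 0.43, adjusted p = 0.0034) for Cpr66D. Of 16 hemocyte markers, 1, Fer1HCH, rose at 2 hr and 0 fell (as many when adjusted over the list alone; limma, with 2 and 0 at an unadjusted p under 0.05 and 5 and 0 with Cyber-T; camera, adjusted p = 0.045, and adjusted p = 0.47 with an estimated correlation). Of 13 salivary gland markers, 1, sage, rose at each time and 0 fell (as many when adjusted over the list alone; limma, with 0 and 2 lower at an unadjusted p under 0.05 and 0 and 5 with Cyber-T), by 1.57 (standard error 0.23, adjusted p = 0.0026) and 1.24 (standard error 0.23, adjusted p = 0.0078). Of 11 tracheal markers, 1, kni, which is also a wing disc gene, fell at each time (0 at 2 hr and 1 at 18 hr when adjusted over the list alone), and 1 rose at 18 hr (3 when adjusted over the list alone). Of 3 sex dosage genes, 0 passed in limma in yw discs at either time, when adjusted over the list alone, at an unadjusted p under 0.05 or with Cyber-T.

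Replication genes had a positive median log2 change in p53 discs at 18 hr, 0.27 over 35 genes, where 0 passed in limma (10 rose when adjusted over the list alone, 16 at an unadjusted p under 0.05 and 8 with Cyber-T; 0 fell in each). Camera gave an adjusted p = 1.4e-16, and adjusted p = 0.17 with an estimated correlation. From p2+ to p18+ 3 rose and 0 fell (22 and 0 when adjusted over the list alone, which is also the count at an unadjusted p under 0.05, and 17 and 0 with Cyber-T), with a median of 0.47 (camera, adjusted p = 4.5e-25, and adjusted p = 0.11 with an estimated correlation).

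The 8 unirradiated arrays can be split into 4 and 4 in 35 ways. With 4 against 4 arrays, p53 and yw discs differed by 211 genes at 2-fold and p under 0.001. The highest of the other splits gave 2, and 1 of 35 splits, the real one, gave as many. A share below 1 of 35 cannot arise here. The other splits count the difference between the genotypes as spread, which lowers their counts, so they do not exclude chance. The split by time and that by replicate number gave 0 genes each.

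A hypothesis was that irradiated yw discs lag in development at 18 hr. The 14 genes that were higher in unirradiated p53 discs at 18 hr than at 2 hr should then fall after IR in yw discs. Their median log2 change in yw discs at 18 hr was 0.00, from -1.89 for CG13562 to 3.28 for Archease (both chosen after their values were seen), and 6 of the 14 were detected in yw discs at 18 hr. With members that go both ways, a lag cannot be told apart from its absence. A lag of irradiated p53 discs was not tested, and the arrays of p18− also served to pick the 14 genes.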
